# Cancer immunotherapy targeting murine myeloid cells requires endosomal pattern recognition

**DOI:** 10.1038/s41467-026-75543-2

**Published:** 2026-07-27

**Authors:** Yueyun Pan, Shengduo Pei, Heng Liang, Kajsa Westberg, Lars Nitschke, Xinsong Chen, Yinda Yu, Ning He, Qirong Lin, Li Lei, Anton Gisterå, Johan Hartman, Jeffrey V. Ravetch, Tak W. Mak, Tracy L. McGaha, Mikael C. I. Karlsson

**Keywords:** Immunotherapy, Tumour immunology, Innate immunity

## Abstract

Immunotherapy is now an established and efficient treatment option for many cancer patients. However, a proportion of patients still experience poor outcomes due to treatment resistance. Thus, a clear understanding of key mechanisms of resistance is needed for the development of new treatments. Here, we employ mouse models to explore an immunotherapeutic approach based on anti-MARCO (αMARCO) and anti-PD-L1 (αPD-L1) antibody-mediated targeting of tumor-associated macrophages (TAM). We demonstrate that effective immunotherapy relies on a functional endosomal pattern recognition machinery. We determine that endosomal Toll-like receptors (TLR), specifically TLR9, precondition macrophages to respond to αMARCO treatment by regulating the transcription of inflammasome components. Absence of TLRs renders TAMs unresponsive to treatment while retaining an immunosuppressive phenotype. Thus, we uncover the intracellular TLR signalling as a feature of immunotherapy efficacy, required to sensitise TAMs to treatment, and indicate that TLR targeting could be exploited to improve immunotherapeutic outcomes.

## Abstract (web summary)

Tumor-associated macrophages (TAM) have key roles in cancer progression due to their immunosuppressive and anti-inflammatory phenotype, and thus represent attractive therapeutic targets. Here, the authors employ preclinical mouse models and identify endosomal TLR9 as a determinant of the therapeutic response to anti-MARCO-mediated anti-tumor responses by priming macrophages to a pre-polarized, pro-inflammatory phenotype.

## Introduction

Myeloid cells in all tissues play a key role in regulating other immune cells, both during an immune response and during tissue homeostasis. These are very functionally plastic cells and can display various polarization states that range from pro-inflammatory to anti-inflammatory in a continuum of gene expression and receptor expression patterns^1^. Within the tumor microenvironment (TME), they exist in a range of phenotypes, including TAMs and myeloid-derived suppressor cells (MDSCs), which reside in different parts of the tumor^2^. Within the tumor, the prevailing polarization state is anti-inflammatory, and an increased presence of macrophages is generally associated with poor prognosis^1^. This fact and the plasticity of this cell type have made TAMs an attractive target, either for enhancing anti-tumor responses by blocking their anti-inflammatory function or by enhancing their capacity to support tumor cell killing^3^. We previously demonstrated that targeting the scavenger receptor MARCO (macrophage receptor with collagenous structure) using antibodies can reprogram TAMs towards a pro-inflammatory state^4^. This improves the efficacy of checkpoint therapy and facilitates tumor cell destruction by natural killer (NK) cells and T cells^5,6^. Taken together, this indicates that specific targeting of TAM subpopulations is a viable strategy for enhancing immunotherapy, and several new strategies are currently being developed^7^. Macrophages express an array of pattern recognition receptors besides scavenger receptors that can regulate their polarization states. Key pattern recognition receptors include TLR3, 7, and 9, which are all endosomal receptors recognizing RNA or DNA ligands. These ligands can be taken up via phagocytosis and/or generated through nucleic acid metabolism in the endosomal compartments^8^. These TLRs can also become constitutively activated through lysosomal stress responses, providing a constant supply of ligands^9^. The functions of TLR3, 7, and 9 are connected as they all depend on a protein called UNC93B1, which is expressed in the endoplasmic reticulum (ER) and mediates stabilization and transport of these proteins to endosomes^10^. Their impact on macrophage polarization and function has mostly been studied in the context of autoimmunity or infection, where their connection to inflammasome activation is important for disease etiology^11,12^. Therefore, one unresolved question is how endosomal TLRs are involved in regulating macrophage polarization and function in the tumor context upon immunotherapy. TLR-mediated activation of TAMs also connects to another important regulatory system affecting their state of polarization, including the NLRP3 inflammasome^13^. This intracellular sensor of inflammation assembles in the cytosol to generate active Caspase-1 that in turn cleaves pro-forms of cytokines, including interleukin (IL)−1β. Since TAMs experience and reside in a dynamic microenvironment within the tumor, giving them access to both external and internal ligands, we hypothesize that endosomal TLRs would influence TAM polarization. In addition, this in turn would affect the efficacy of immunotherapy targeting myeloid cells. Here, we use two different tumor models and observe that αMARCO and αPD-L1 antibody treatment reduces tumor growth and increases T cell and NK cell infiltration in wild-type (WT) mice. However, these treatment effects are absent in mice lacking endosomal TLR signaling, where we find no reduction in tumor growth or infiltration of cytotoxic cells. Direct targeting of T cells using anti-PD-1 (αPD-1) is, however, unaffected. Investigating human melanoma and breast cancer samples, we find a correlation between MARCO or PD-L1 expression, with endosomal TLRs. Levareging this information, we observe that the loss of the treatment effect is due to endosomal TLRs’ impacts on TAM polarization, and in the case of αMARCO antibody treatment, it is specific for TLR9. Moreover, we uncover that TLR9 is needed to prepare TAMs to respond to αMARCO by regulating transcription of the inflammasome machinery and readying the macrophages to respond to treatment. Our findings extend the current understanding of the molecular requirements for efficient myeloid cell targeting for cancer immunotherapy and pave the way for developing more effective combinatory and targeted treatments for patients.

## Results

### Anti-MARCO antibody-mediated anti-tumor immune responses require endosomal TLR signaling

The scavenger receptor MARCO is known to modulate TLR function in myeloid cells^14^. In addition, TLR engagement enhances the effect of immunotherapy for cancer^15^. Upon engagement with specific antibodies functioning as agonists, MARCO is quickly internalized. We hypothesized that endosomal pattern recognition was required for MARCO-mediated cancer immunotherapy. To test this, we used mice with a mutated UNC93B1 (*Unc93b1*^3d/3d^) protein, which lack functional TLR 3, 7, and 9. Analysis of MARCO expression in the peritoneum, spleen, and tumor tissues from melanoma (B16-F10) revealed that homeostatic MARCO expression was independent of endosomal TLR signaling (Supplementary Fig. 1a–c). MARCO expression was detected at the correct locations—the marginal zone of the spleen, while in tumors expression was absent in hypoxic areas but predominantly localized near blood vessels and tumor margins as we have previously reported (Supplementary Fig. 1d)^5^. In addition, we investigated the expression of FcγRIIb as we have previously shown that the anti-MARCO effect is partly dependent on this receptor. We found that the expression was not changed between WT and *Unc93b1*^3d/3d^ in either peritoneal macrophages or TAMs (Supplementary Fig. 1e). It is known that targeting MARCO using antibodies reprogram TAMs towards a pro-inflammatory cellular state and block tumor growth in syngeneic and orthotopic cancer models^4^. To investigate the requirement for endosomal TLRs for immunotherapy, we next inoculated WT and *Unc93b1*^3d/3d^ mice with B16-F10 melanoma s.c or EO771 breast cancer cells orthotopically in the mammary fat pad and treated with control or αMARCO antibodies, respectively (Fig. 1a, b). In WT mice, αMARCO antibody treatment significantly inhibited the tumor growth in both models, whereas *Unc93b1*^3d/3d^ mice did not exhibit a response (Fig. 1c, d and Supplementary Fig. 1f). Analysis of the TME from both models revealed that, in αMARCO-treated tumors, there was an influx of CD8^+^ T cells and NK cells both in frequency and absolute numbers, but this was absent in tumors from *Unc93b1*^3d/3d^ mice (Fig. 1e, f and Supplementary Fig. 1g, h). Furthermore, αMARCO treatment in WT mice significantly increased the number of macrophages within the TME (Supplementary Fig. 1i, j). These macrophages exhibit an increased anti-tumor phenotype (increased MHC II expression and reduction in CD206 expression). In contrast, these phenotypic changes were not detected in *Unc93b1*^3d/3d^ mice (Fig. 1g–i). Interestingly, macrophages from WT mice treated with αMARCO upregulated PD-L1 expression, a process associated with IFN-γ induction. However, this PD-L1 upregulation was absent in *Unc93b1*^3d/3d^ macrophages (Fig. 1g–i). We detected production of IFN-γ in tumor-conditioned media from WT mice treated with αMARCO, whereas this was absent from *Unc93b1*^3d/3d^ mice in the B16-F10 model (Fig. 1j). No significant correlation between treatment responses and other immune cells, including neutrophil or B cell numbers, was observed (Supplementary Fig. 1i, j). Together, these results show that αMARCO treatment of cancer requires endosomal TLRs.

**Fig. 1:**
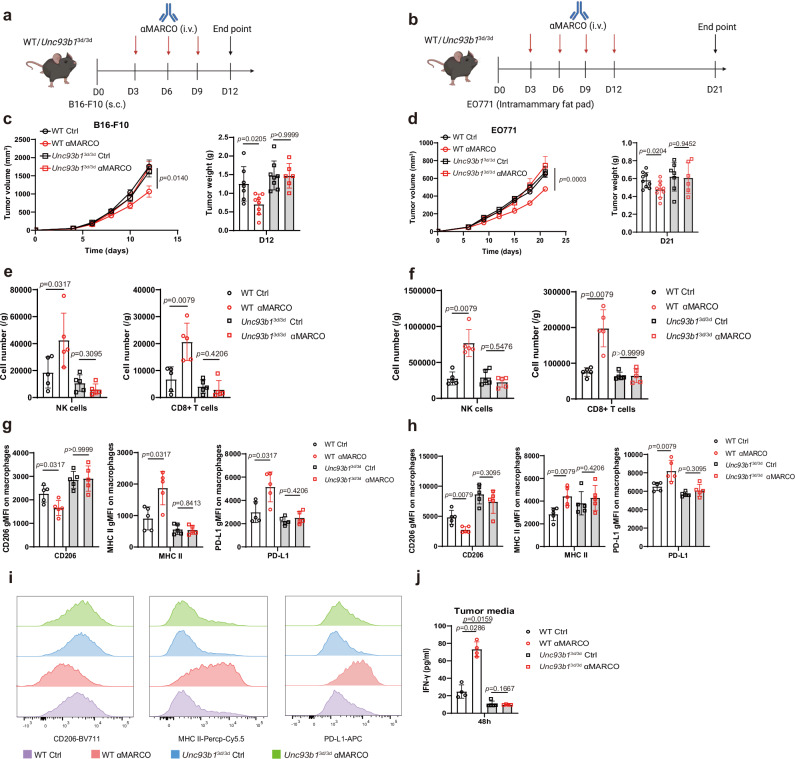
Anti-MARCO antibody-mediated anti-tumor immune responses require endosomal TLR. **a** Scheme of the murine tumor models used. B16-F10 tumor cells were injected into WT and *Unc93b1*^3d/3d^ mice. Red: with αMARCO treatment; Black: with isotype control (Ctrl) treatment. Figure created in BioRender. Liang, H. (2026) https://BioRender.com/bc60ccy. **b** EO771 tumor cells were injected into WT and *Unc93b1*^3d/3d^ mice. Figure created in BioRender. Liang, H. (2026) https://BioRender.com/c3shf71. **c** B16-F10 tumor growth curves (left) and tumor weight at day 12 (right) as described in (**a**). WT Control *n* = 7, WT αMARCO *n* = 8, *Unc93b1*^3d/3d^ Ctrl *n* = 8, *Unc93b1*^3d/3d^ αMARCO *n* = 6. **d** EO771 tumor growth curves (left) and tumor weight at day 21 (right) as described in (**b**). WT Ctrl *n* = 9, WT αMARCO *n* = 10, *Unc93b1*^3d/3d^ Ctrl *n* = 7, *Unc93b1*^3d/3d^ αMARCO *n* = 6. **e** Representative graphs showing absolute number per gram of NK and CD8^+^T cells infiltration in B16-F10 tumors as described in (**a**). *n* = 5 mice per group. **f** Representative graphs showing absolute number per gram of NK and CD8^+^T cells infiltration in EO771 tumors as described in (**b**). *n* = 5 mice per group. **g** Expression of CD206, MHCII and PD-L1 on TAMs in B16-F10 tumors as described in (**a**). *n* = 5 mice per group. **h** Expression of CD206, MHCII and PD-L1 on TAMs in EO771 tumors as described in (**b**). *n* = 5 mice per group. **i** Representative histograms of CD206, MHC II and PD-L1 on TAMs in B16-F10 tumors from (**g**). *n* in (**c**–**h**) is the number of mice pooled from two (**c**, **d**) independent experiments and from one experiment (**e**–**h**). **j** IFN-γ levels detected in the supernatant of control or αMARCO-treated B16-F10 tumor-conditioned media cultured for 48 h. WT Ctrl *n* = 4, WT αMARCO *n* = 4, *Unc93b1*^3d/3d^ Ctrl *n* = 5, *Unc93b1*^3d/3d^ αMARCO *n* = 4. *n* is the number of mice pooled from two independent experiments. Data are summarized from two independent experiments (**c**, **d**). Dots represent biological replicates (**c**–**h**, **j**). Bar plots show mean ± s.e.m. *P* values were calculated by two-side Mann–Whitney *U* test.

### Single-cell RNA sequencing reveals changes in macrophage polarization after αMARCO treatment that depend on endosomal TLRs

Based on the finding that when targeting MARCO-expressing macrophages endosomal TLR signaling was required for a beneficial immunotherapeutic outcome, we next investigated the phenotype of the TAMs from WT and *Unc93b1*^3d/3d^ mice. We isolated TAMs from mice bearing EO771 breast cancer and performed bulk RNA-sequencing (RNA-seq) (Supplementary Fig. 2a). 

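TAMs were sorted as live CD45+CD11b+F4/80+Gr-1- cells from EO771 tumors at day 21. The control group comprised 2 samples from WT mice and 2 samples from *Unc93b1* 3d/3d mice, each pooled from the TAMs of 3 mice. The authors deposited raw read counts per gene, which were counted with FeatureCounts from poly-A mRNA reads aligned with Hisat2, together with normalized counts, FPKM and their own DESeq2 results. The WT control and *Unc93b1* 3d/3d control libraries stand in different deposited tables, each of which also holds libraries from αMARCO-treated mice, and were joined here by gene identifier. All 95230 counts of libraries present in more than 1 table were identical between tables. Levels are given as CPM, counts scaled to the library total with edgeR's TMM factors. The library totals were 19021112 and 18205049 counts in the WT control samples and 15182618 and 18992070 in the *Unc93b1* 3d/3d control samples. At these totals, the smallest amount taken as detected, 3 counts, corresponds to 0.158 and 0.165 CPM in WT and to 0.198 and 0.158 CPM in *Unc93b1* 3d/3d. These floors cover counting error only. The genotypes were compared with edgeR's quasi-likelihood test after TMM normalization, over the 15600 genes that passed edgeR's filter on low counts. Genes were called differentially expressed at the paper's threshold, an adjusted *P* of at most 0.05 and an absolute log2 fold change of at least 0.5, and fold changes are given as WT over *Unc93b1* 3d/3d. The paper's text does not name the genome build or the strandedness of the bulk libraries. Gene positions are given as the deposited tables list them, and 95.5% of them are identical with GENCODE positions on GRCm38. *Unc93b1* (ENSMUSG00000036908, chromosome 19, 3935186 to 3949340) had 908 ± 82.9 CPM (SD, n = 2) in WT control and 599.9 ± 85.4 CPM (SD, n = 2) in *Unc93b1* 3d/3d control TAMs. Its log2 fold change was 0.58 (standard error 0.12, adjusted *P* = 0.0125 from edgeR), and it fell below the fold change threshold, at 0.48, after a correction for gene length and GC content that was added after the data were seen. It was also not called when all 8 libraries were put into a single model (adjusted *P* = 0.155 from edgeR).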

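The 4 control libraries were placed by PCA on the log2 CPM of the 15600 tested genes, centered and not scaled, with a prior count of 2. The first principal component held 67.6% of the variance and the second held 17.1%. On the first component, the WT control samples lay at 48.6 and 41.8 and the *Unc93b1* 3d/3d control samples at −43.8 and −46.6. The second component mainly parted the WT control samples, which lay at −30.7 and 33.2. The Euclidean distance was 64.6 between the WT replicates and 61.0 between the *Unc93b1* 3d/3d replicates, while the distances between samples of different genotype ranged from 97.6 to 104. The share of the first component moved most, to 88.9%, when the 500 most variable genes were used after DESeq2's variance-stabilizing transformation.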

Principal components analysis (PCA) showed that endosomal TLR signaling is coupled to a distinct transcriptomic profile in TAMs (Supplementary Fig. 2b). Differential gene expression analysis revealed that compared to TAMs from *Unc93b1*^3d/3d^ mice, TAMs from WT mice exhibited elevated expression of genes associated with T cells recruitment and activation, including *Ccl5*, *Il12b*, and *Cxcl9*, and reduced expression of *Mrc1* and *Mertk*, which are markers of immunosuppressive macrophages. 

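Of the 15600 genes tested between the control groups, 2025 were called differentially expressed, 1027 of them higher in WT and 998 higher in *Unc93b1* 3d/3d TAMs. In the model of all 8 libraries, 364 genes were called, the alternative that moved this number most. *Ccl5* (ENSMUSG00000035042, chromosome 11, 83525778 to 83530518) had 125 ± 3.99 CPM (SD, n = 2) in WT control TAMs and 21.3 ± 6.18 CPM (SD, n = 2) in *Unc93b1* 3d/3d control TAMs. Its log2 fold change was 2.54 (standard error 0.19, adjusted *P* = 0.000382 from edgeR) and stayed between 2.25 and 2.87 with each library left out in turn. *Il12b* (ENSMUSG00000004296, chromosome 11, 44400063 to 44414033) had 24.7 ± 2.08 CPM (SD, n = 2) in WT and 0.764 ± 0.075 CPM (SD, n = 2) in *Unc93b1* 3d/3d TAMs, the latter from 13 and 14 counts. Its log2 fold change was 4.99 (standard error 0.23, adjusted *P* = 3.36e-06 from edgeR). Marker genes of mature dendritic cells were also higher in the WT control samples. *Cxcl9* (ENSMUSG00000029417, chromosome 5, 92321347 to 92328079) had 123 and 167 CPM in the WT replicates and 15.96 and 49.96 CPM in the *Unc93b1* 3d/3d replicates. Its log2 fold change was 2.11 (standard error 0.71, adjusted *P* = 0.187 from edgeR), so that it was higher in both WT samples but not called. With each library left out in turn, the log2 fold change of *Cxcl9* ranged from 1.5 to 3.14. DESeq2 called *Cxcl9* with a log2 fold change of 2.12 and an adjusted *P* of 0.0396, and the adjusted *P* ranged from 0.0396 to 0.193 over the alternatives. *Mrc1* (ENSMUSG00000026712, chromosome 2, 14229392 to 14332057) had 1069 ± 261 CPM (SD, n = 2) in WT and 2223 ± 457 CPM (SD, n = 2) in *Unc93b1* 3d/3d TAMs. Its log2 fold change was −1.07 (standard error 0.20, adjusted *P* = 0.013 from edgeR). *Mertk* (ENSMUSG00000014361, chromosome 2, 128698956 to 128802894) had 69.6 and 67.9 CPM in the WT replicates and 167 and 168 CPM in the *Unc93b1* 3d/3d replicates. Its log2 fold change was −1.30 (standard error 0.09, adjusted *P* = 4.51e-05 from edgeR). In the model of all 8 libraries, *Mrc1* and *Mertk* kept log2 fold changes of −1.06 and −1.29 but were not called, with adjusted *P* values of 0.0704 and 0.0703. Over the alternatives, the adjusted *P* ranged from 0.00795 to 0.0704 for *Mrc1* and from 1.88e-23 to 0.0703 for *Mertk*. For all 5 genes, the samples of the 2 genotypes did not overlap.

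**Figure D1:**
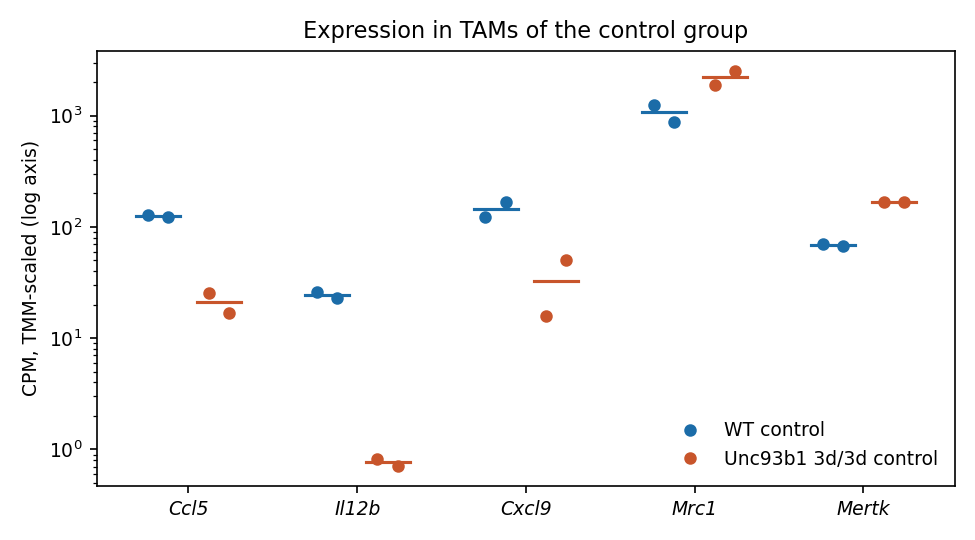
Expression of *Ccl5*, *Il12b*, *Cxcl9*, *Mrc1* and *Mertk* in CPM (log axis) in TAMs of the control group, with a point for each of the 2 libraries per genotype and a line at their mean. *Il12b* lies at 26.1 and 23.2 CPM in WT against 0.817 and 0.711 CPM in *Unc93b1* 3d/3d TAMs, and on the log axis *Cxcl9* has the widest spread between *Unc93b1* 3d/3d replicates of the 5 genes.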

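Enrichment was tested for a list of 109 genes of T cell activation, written by hand before the data were examined in place of the GO term. The list includes 8 tested genes that the paper names for these samples. Of the 102 list genes among the 15600 tested in the control group, 56 were called higher in WT TAMs, against 1027 of all tested genes (odds ratio 18.2, *P* = 2.17e-39, two-sided Fisher's exact test). A further 4 list genes, *Cd4*, *Hlx*, *Icosl* and *Pag1*, were called higher in *Unc93b1* 3d/3d TAMs. Genes are not independent replicates, so this *P* describes the list and not a number of mice. The list genes higher in WT included *Il12b*, *Ccl5*, *Ccr7* and *Cd83*, and also genes of the T cell receptor complex, *Cd3d*, *Cd3e*, *Cd3g* and *Cd247*. Without the genes of the T, NK and B cell marker lists, the alternative that moved the enrichment furthest down, 45 of 90 list genes were higher in WT (odds ratio 14.8, *P* = 1.59e-29, Fisher's exact test). T cells express many of the remaining genes, such as *Ifng*, *Cd28*, *Zap70* and *Lat*, so this does not part RNA of T cells from other sources. Without the 8 genes that the paper names, an alternative chosen after seeing the data, 49 of 94 list genes were higher in WT (odds ratio 16.2, *P* = 3.64e-33, Fisher's exact test). Over all alternatives, the odds ratio ranged from 14.8 to 24.2. Of 16 marker lists of cell types and states tested with limma's camera, the T cell list differed most. Camera was run with its preset correlation between genes. Where markers of a cell type vary together, its *P* values do not measure the spread between pools of mice. The T cell markers had a median log2 fold change of 2.77, with 15 of 16 genes higher in WT control TAMs (adjusted *P* = 2.81e-08, limma's camera). NK cell markers had a median of 2.05, with 9 of 12 genes higher in WT (adjusted *P* = 0.00335, limma's camera). Markers of migratory or mature dendritic cells had a median of 1.93, with all 11 tested genes higher in WT (adjusted *P* = 4.05e-06, limma's camera).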

Gene Ontology (GO) pathway enrichment analyses also showed highly enrichment of T cell activation in TAMs from WT mice. On the other hand, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses showed that TAMs were also enriched for PD-L1-related pathways, suggesting a mixed pro and anti-inflammatory phenotype (Supplementary Fig. 2c–e). 

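A hand-written list of 88 genes of PD-L1 expression and the PD-1 checkpoint pathway stood in for the KEGG pathway. Of its 86 tested genes, 17 were called higher in WT control TAMs, or 19.8% against 6.6% of all tested genes (odds ratio 3.54, *P* = 3.79e-05, two-sided Fisher's exact test). The 17 genes included *Ifng*, *Cd28*, *Lck*, *Zap70* and *Lat*, which T cells express, and *Nfkbia*, *Nfkb1*, *Batf*, *Batf3* and *Ptpn6*. *Cd274*, which encodes PD-L1 itself, was not among them. Another 3 list genes, *Nfatc2*, *Cd4* and *Egfr*, were called higher in *Unc93b1* 3d/3d TAMs. With the T, NK and B cell marker genes left out of the list, 12 of 80 genes were higher in WT (odds ratio 2.52, *P* = 0.00589, Fisher's exact test), and the odds ratio ranged from 2.52 to 4.85 over the alternatives. The 12 genes still include *Ifng*, *Cd28*, *Zap70* and *Lat*, so leaving out the markers does not part RNA of T cells from other sources. From the enrichment of PD-L1-related pathways, which it sets against the enrichment of T cell activation in WT TAMs, the paper proposes a phenotype with both pro- and anti-inflammatory features.

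**Figure D2:**
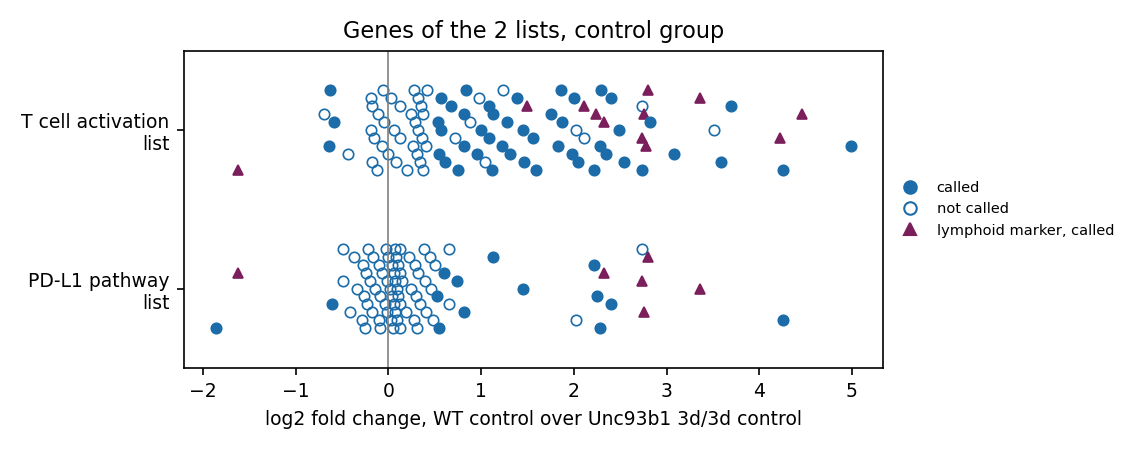
Log2 fold change between WT control and *Unc93b1* 3d/3d control TAMs for the 102 tested genes of the T cell activation list and the 86 tested genes of the PD-L1 pathway list, with filled symbols for called genes and triangles for genes of the T, NK and B cell marker lists. Most called genes lie to the right of 0, and 11 of the 56 T cell activation genes called higher in WT are on these marker lists. The marker lists do not hold every gene that T cells express.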

To further characterize this heterogeneity at higher resolution, we next performed single-cell RNA sequencing (scRNA-seq) to investigate the phenotypic changes of TAMs before and after treatment. We isolated immune cells from the EO771 tumors that were either untreated or αMARCO treated in WT or *Unc93b1*^3d/3d^ mice. After quality control and filtering, a total of 59, 274 high-quality cells were obtained, of which 37,661 were monocytes and macrophages (Supplementary Fig. 2f, g). Unsupervised clustering identified five transcriptionally distinct TAM clusters annotated as *H2-Ab1*⁺, *Spp1*^+^, *Isg15*⁺, *Cd80/Cd86*⁺, *Mki67*⁺, and one additional cluster of *Ly6c2*^+^ monocytes (Fig. 2a, b). To investigate changes in TAM polarization, we used scores defined in the framework described by Cui and co-workers^16,17^. The analysis showed that among the TAM clusters *H2-Ab1*^+^, *Spp1*^+^ and *Mki67*^+^ were significantly shifted towards a pro-inflammatory phenotype as a result of αMARCO treatment (Fig. 2c and Supplementary Fig. 2h). Further analysis of these subsets showed that they had an anti-tumoral transcriptional repolarization with elevation of pathway activity scores, including those connected to TNF and NF-κB whereas there was a decrease of the PI3K activity (Fig. 2d and Supplementary Fig. 2i)^18^. The analysis also showed that all these changes in connection to αMARCO treatment were largely absent in TAMs from *Unc93b1*^3d/3d^ mice. To further analyze the effect on cytotoxic lymphocytes, we clustered the lymphoid cells into 6 clusters, including NK cells, regulatory T cells (Treg), γδ T cells, and three different CD8^+^ T cell activation states: naïve (*Lef1*^high^, *Tcf7* ^high^), exhausted (*Pdcd1* ^high^, *Havcr2* ^high^), and proliferating (*Mki67* ^high^, *Top2a* ^high^) (Fig. 2e, f). Analysis of MHC-I and MHC-II ligand-receptor pairs by utilizing CellChat analysis showed that the six TAM/monocyte clusters in WT tumors was primarily directed towards exhausted T cells and regulatory T cells^19^. After αMARCO treatment, these interactions were reduced and redirected towards naïve and proliferating T cells (Fig. 2g, h). This shift in communication was not observed in tumors from *Unc93b1*^3d/3d^ mice (Supplementary Fig. 2j, k). Taken together, these data demonstrate that in the absence of endosomal TLR signaling, TAMs maintain an unresponsive and suppressive phenotype that alters their interactions with T cells.

**Fig. 2:**
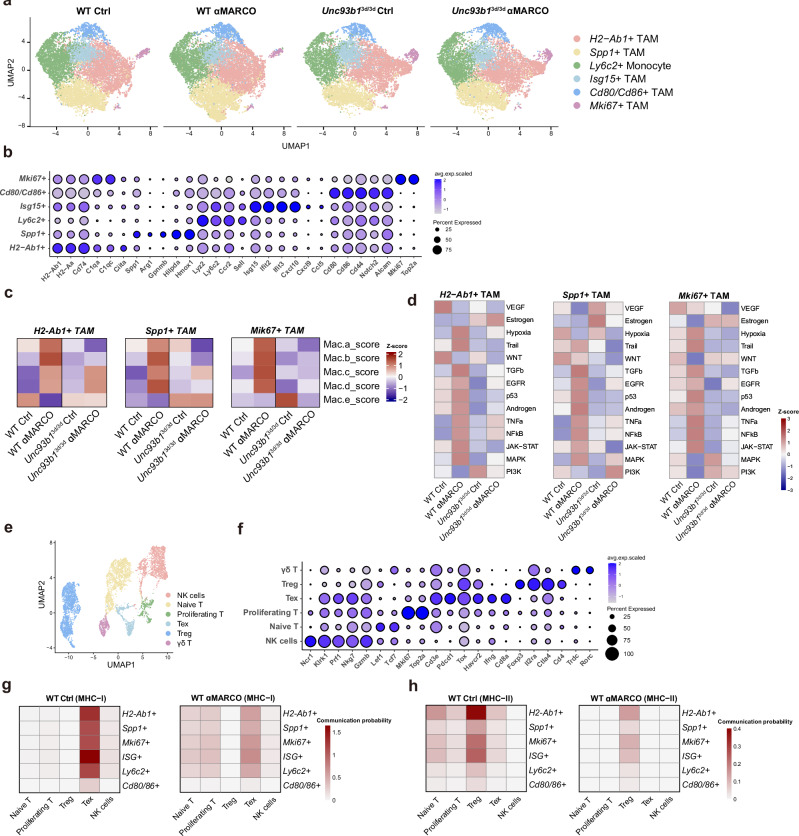
Single-cell RNA sequencing reveals that macrophage repolarization upon anti-MARCO treatment requires endosomal TLR signaling. **a** UMAP visualization of annotated cell clusters within the monocyte/macrophage compartment. Data are derived from scRNA-seq of EO771 tumor-bearing WT and *Unc93b1*^3d/3d^ mice treated with either control or αMARCO. Colors represent distinct cell subpopulations based on marker gene expression. **b** Dot plot showing the expression profiles of selected marker genes across the six annotated monocyte and macrophage clusters. Dot size represents the percentage of cells expressing the respective gene, and color represents the scaled average expression level within each cluster. **c** Heatmaps showing the normalized polarization scores (*Z*-scores) of five predefined macrophage states (Mac.a to Mac.e) across the *H2-Ab1*+, *Spp1*+, and *Mki67* + TAM subclusters from WT and *Unc93b1*^3d/3d^ tumor-bearing mice under control or αMARCO treatment. Polarization scores for each treatment group were calculated using Scupa (Single-cell unified polarization assessment). IFN-α and IFN-β induced a “Mac-a” state; IFN-γ induced a “Mac-b” state; IL-1 induced a “Mac-c” state; TNF induced a “Mac-d” state; IL-4 and IL-13 induced a “Mac-e” state. **d** Heatmaps showing the normalized pathway activity scores (*Z*-scores) across the *H2-Ab1*+, *Spp1*+, and *Mki67* + TAM subclusters from WT and *Unc93b1*^3d/3d^ tumor-bearing mice under control or αMARCO treatment. Pathway activities for each group were inferred using PROGENy. **e** UMAP visualization of annotated lymphoid cell clusters from the scRNA-seq data of EO771 tumor-bearing mice. Distinct colors represent the six annotated subpopulations: NK cells, Naive T cells, Proliferating T cells, exhausted T cells (Tex), regulatory T cells (Treg), and γδ T cells. **f** Dot plot showing the expression profiles of selected marker genes across the six annotated clusters within the lymphoid compartment. Dot size represents the percentage of cells expressing the respective gene, and color represents the scaled average expression level within each cluster. **g** Heatmaps showing the communication probability of MHC-I interactions inferred by CellChat from the six monocyte/macrophage subclusters (senders) to major lymphoid cell populations (receivers). The panels compare WT tumor-bearing mice treated with control (left) or αMARCO (right). Color intensity represents the communication probability score. **h** Heatmaps showing the communication probability of MHC-II interactions inferred by CellChat from the six monocyte/macrophage subclusters (senders) to major lymphoid cell populations (receivers).

### Anti-PD-L1 but not anti-PD-1 treatment requires endosomal TLR signaling

The gene expression analysis of TAMs lacking functional endosomal TLRs revealed that they retained a suppressive phenotype. Thus, we next investigated if there were also changes in response to checkpoint therapy targeting PD-1 or PD-L1. 

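In the bulk RNA-seq of TAMs from the control group, *Cd274* (ENSMUSG00000016496), which encodes PD-L1 and lies on chromosome 19 from 29367455 to 29388095, had 367 ± 60.9 CPM (SD, n = 2) in WT and 286 ± 21.9 CPM (SD, n = 2) in *Unc93b1* 3d/3d mice. Both WT samples, at 324 and 410.1 CPM, lay above both *Unc93b1* 3d/3d samples, at 301.5 and 270.5 CPM. The log2 fold change of 0.34 (standard error 0.13, adjusted *P* = 0.0901 from edgeR) was under the fold change threshold and did not pass the correction for multiple tests. It stayed between 0.16 and 0.51 with each library left out in turn. The adjusted *P* ranged from 0.0603 to 0.356 over the alternatives, and none of them called the gene.

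**Figure D3:**
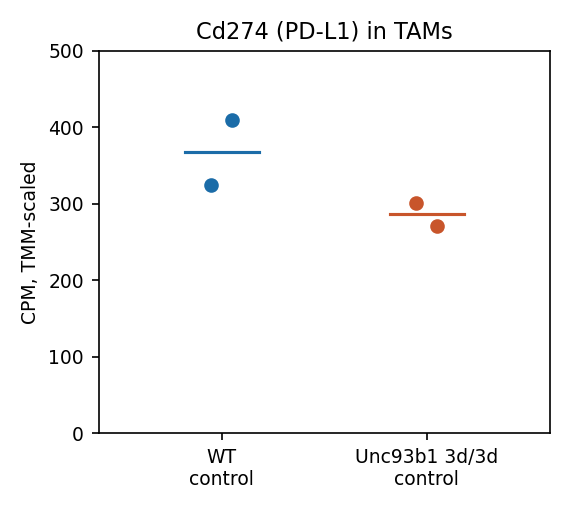
*Cd274* expression in CPM in TAMs of the control group, with a point for each of the 2 libraries per genotype and a line at their mean. The means are 367 CPM in WT and 286 CPM in *Unc93b1* 3d/3d TAMs, and the gap between the nearest samples of different genotype is smaller than the gap between the WT replicates.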

The sequencing data suggested that PD-L1 expression was affected by the UNC93B1 mutation. We confirmed this by FACS staining of TAMs from both B16-F10 and EO771 tumors, which showed reduced PD-L1 expression in the absence of functional UNC93B1 (Supplementary Fig. 3a, b). We also observed lower PD-L1 expression on dendritic cells (DC) but not on neutrophils. To investigate whether this influenced the treatment responsiveness to αPD-L1, we used the B16-F10 melanoma and EO771 breast cancer models and subjected them to αPD-L1 treatment (Fig. 3a, b). For both tumor models, αPD-L1 therapy was ineffective in the absence of functional UNC93B1, affecting tumor weight and volume (Fig. 3c, d). We also observed a reduced influx of both NK cells and CD8^+^ T cells in the B16-F10 model, and reduced CD8^+^ T cell numbers in the EO771 model in *Unc93b1*^3d/3d^ mice after treatment (Fig. 3e, f). In WT mice, TAMs responded to PD-L1 blockade by altering their phenotype with downregulation of CD206 and upregulation of MHC II, suggesting a more pro-inflammatory phenotype. However, in *Unc93b1*^3d/3d^ mice, these changes were absent. This was the case in the B16-F10 model, whereas this was not as prominent on day 21 in the EO771 model (Fig. 3g, h). These findings using αMARCO and αPD-L1 treatments showed that myeloid targeting was perturbed in the absence of endosomal TLRs. PD-L1 can be expressed by several types of cells in the TME, including the tumor cells themselves, which is the case for EO771 but not for B16-F10. Thus, we next explored whether direct targeting of T cells using αPD-1 treatment was affected by UNC93B1 deficiency. Using the same experimental setup, we found that unlike αPD-L1, αPD-1 treatment was effective in both WT and *Unc93b1*^3d/3d^ mice, and in both the B16-F10 melanoma model and the EO771 breast cancer model, respectively (Fig. 3i and Supplementary Fig. 3c, d). In addition, we recorded an influx of NK and CD8^+^ T cells as a result of PD-1 blocking (Fig. 3j). Together, these findings demonstrate that αPD-L1 treatment efficacy depends on endosomal TLR signaling, whereas αPD-1 treatment operates independently of this pathway. This is likely due to differences in target cell populations. Also, the UNC93B1 mutation does not affect the ability of cytotoxic cells to kill the tumor.

**Fig. 3:**
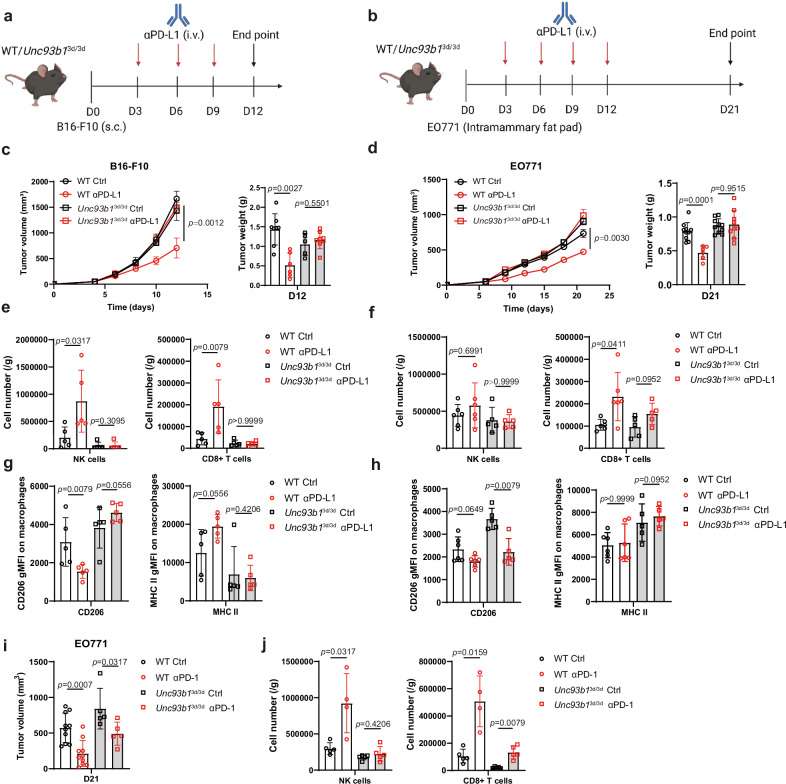
Myeloid targeting was perturbed in the absence of endosomal TLR signaling. **a** Scheme of the murine tumor models employed. B16-F10 tumor cells were injected into WT and *Unc93b1*^3d/3d^ mice. αPD-L1 treatment was administered every three days. Red: with αPD-L1 treatment; Black: with Ctrl treatment. Figure created in BioRender. Liang, H. (2026) https://BioRender.com/ax0e4oj. **b** EO771 tumor cells were injected into WT and *Unc93b1*^3d/3d^ mice. αPD-L1 treatment was administered every three days. Figure created in BioRender. Liang, H. (2026) https://BioRender.com/akjne6l. **c** B16-F10 tumor growth curves (left) and tumor weight at day 12 (right) as described in (**a**). WT Ctrl *n* = 8, WT αPD-L1 *n* = 6, *Unc93b1*^3d/3d^ Ctrl *n* = 5, *Unc93b1*^3d/3d^ αPD-L1 *n* = 8. **d** EO771 tumor growth curves (left) and tumor weight at day 21 (right) as described in (**b**). WT Ctrl *n* = 10, WT αPD-L1 *n* = 6, *Unc93b1*^3d/3d^ Ctrl *n* = 10, *Unc93b1*^3d/3d^ αPD-L1 *n* = 9. **e** Absolute number per gram of NK and CD8^+^T cells infiltration in B16-F10 tumors as described in (**a**). **f** Absolute number per gram of NK and CD8^+^T cells infiltration in EO771 tumors as described in (**b**). **g** Expression of CD206 and MHC II on TAMs in B16-F10 tumors as described in (**a**). *n* = 5 mice per group. **h** Expression of CD206 and MHC II on TAMs in EO771 tumors as described in (**b**). *n* = 6 for WT mice; *n* = 5 for *Unc93b1*^3d/3d^ mice. **i** Representative graph showing tumor volume at day 21 of the WT and *Unc93b1*^3d/3d^ mice treated with control or αPD-1 in EO771 breast cancer model. αPD-1 was injected (i.v.) into mice every three days as described before. WT Ctrl *n* = 10, WT αPD-1 *n* = 10, *Unc93b1*^3d/3d^ Ctrl *n* = 5, *Unc93b1*^3d/3d^ αPD-1 *n* = 5. **j** Absolute number per gram of NK and CD8^+^T cells infiltration in EO771 tumors from **i**. WT Ctrl *n* = 5, WT αPD-1 *n* = 4, *Unc93b1*^3d/3d^ Ctrl *n* = 5, *Unc93b1*^3d/3d^ αPD-1 *n* = 5. *n* is the number of mice from one (**e**–**h**, **j**) and two (**c**, **d**, **i**) independent experiments. Data are summarized from two independent experiments (**c**–**j**). Dots represent biological replicates (**c**–**j**). Bar plots show mean ± s.e.m. *P* values were calculated by two-side Mann–Whitney *U* test.

### The unresponsiveness of MARCO-expressing macrophages is cell intrinsic

Unlike PD-L1, we did not observe any changes in MARCO expression in the tumor, even though αMARCO treatment was also ineffective in mice lacking endosomal TLR signaling. To investigate if this was a macrophage intrinsic effect, we set up a co-culture system using bone marrow-derived macrophages (BMDM) and T cells (Supplementary Fig. 4a). BMDMs from WT or *Unc93b1*^3d/3d^ mice were polarized with IL-4 and IL-10 to give an anti-inflammatory activation state, or with IFN-γ and LPS to induce a pro-inflammatory activation state. Polarization of macrophages was confirmed both at gene and protein levels, and we observed that MARCO was equally expressed on WT or UNC93B1 deficient macrophages (Fig. 4a, b and Supplementary Fig. 4b). Investigating RNA expression levels, we found differences in anti-inflammatory marker *Mrc1* but not *Arg1*. And for pro-inflammatory markers, *Cd86* was lower, whereas *Nos2* was unchanged. However, there was no significant difference in protein levels for CD206, CD86 or MHC II (Fig. 4b and Supplementary Fig. 4b). We next tested the capacity of the in vitro derived macrophages to block T cell activation. For this experiment, anti-inflammatory BMDMs from either WT or *Unc93b1*^3d/3d^ mice were pretreated with αMARCO antibody or isotype controls, followed by incubation with purified splenic T cells. Macrophage function was evaluated by measuring T cell proliferation and cytokine secretion. Thus, we find that BMDMs from WT and *Unc93b1*^3d/3d^ mice both significantly reduced proliferation and IFN-γ production by T cells. However, when we incubated the macrophages with αMARCO, it was only macrophages from WT mice that responded by inducing T cell proliferation and IFN-γ production (Fig. 4c–e). A similar reversal of suppression by αMARCO antibodies was observed in BMDMs stimulated with tumor-conditioned media, but not in cultures with IFNγ and LPS-induced pro-inflammatory BMDMs (Supplementary Fig. 4c, d). Next, we sorted TAMs from B16-F10 tumors from either treated or untreated WT or *Unc93b1*^3d/3d^ mice. These were subsequently incubated with naïve T cells and the ability of the TAMs to block T cell proliferation and activation were measured in vitro. We found that TAMs from WT mice could significantly suppress T cell proliferation and IFNγ production, and that this effect was relieved when treating with αMARCO antibodies, whereas no such effect was observed in TAMs from tumors of *Unc93b1*^3d/3d^ mice (Fig. 4f). These results demonstrate that endosomal TLR signaling in macrophages is essential for αMARCO treatment to be efficient in inducing T cell proliferation and IFN-γ production.

**Fig. 4:**
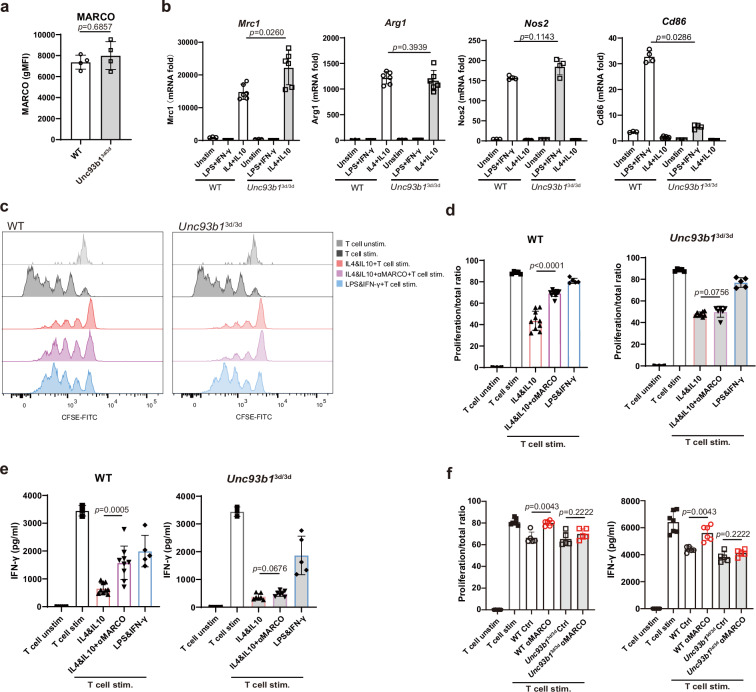
The unresponsiveness of MARCO-expressing macrophages is cell intrinsic. **a** Expression of MARCO on bone marrow derived macrophages (BMDM) stimulated with IL-4 (20 ng/ml) and IL-10 (20 ng/ml) for 48 h. *n* = 4 mice per group. **b** BMDMs were stimulated with indicated cytokines. *Mrc1*, *Arg1*, *Nos2* and *Cd86* mRNA expression were analyzed using RT-qPCR. *n* = 3 (Unstim), 4 (LSP + IFN-γ), and 6 (IL4 + IL10). **c** BMDMs from WT (left) and *Unc93b1*^3d/3d^ (right) mice were stimulated with indicated cytokines, treated with control or αMARCO antibody, and cocultured with CFSE labeled T cells from naive mice followed with CD3/CD28 T-cell activator beads for 48 h. Representative histograms of CFSE on T cells were assessed by flow cytometry. **d** Ratio of proliferating T cells out of total T cells were assessed by flow cytometry. T cell unstim *n* = 3, T cell stim *n* = 5; for WT BMDMs, IL4&IL10 + T cell stim *n* = 10, IL4&IL10 BMDM + αMARCO + T cell stim *n* = 10, LPS&IFN-γ + T cell stim *n* = 5; for *Unc93b1*^3d/3d^, IL4&IL10 + T cell stim *n* = 8, IL4&IL10 BMDM + αMARCO + T cell stim *n* = 6, LPS&IFN-γ + T cell stim *n* = 5. **e** IFN-γ levels detected in the supernatant from BMDMs and T cells coculturing system. T cell unstim *n* = 6, T cell stim *n* = 3; for WT BMDMs: IL4&IL10 + T cell stim *n* = 9, IL4&IL10 BMDM + αMARCO + T cell stim *n* = 9, LPS&IFN-γ + T cell stim *n* = 5; for *Unc93b1*^3d/3d^ BMDMs: IL4&IL10 + T cell stim *n* = 7, IL4&IL10 BMDM + αMARCO + T cell stim *n* = 7, LPS&IFN-γ + T cell stim *n* = 5. **f** Sorted TAMs from B16-F10 tumors in WT and *Unc93b1*^3d/3d^ mice treated with control or αMARCO were cocultured with CFSE labeled naive T cells in the presence of CD3/CD28 activator beads for 48 h. Ratio of proliferating T cells to total T cells (left) and IFN-γ levels in the coculture supernatant measured by ELISA (right). T cell unstim *n* = 5, T cell stim *n* = 7; WT Ctrl + T cell stim *n* = 5; WT αMARCO + T cell stim *n* = 6; *Unc93b1*^3d/3d^ Ctrl + T cell stim *n* = 5; *Unc93b1*^3d/3d^ αMARCO + T cell stim *n* = 5. Data are summarized from two independent experiments (**a**–**f**). Dots represent biological replicates (**a**, **b**, **d–f**). Bar plots show mean ± s.e.m. *P* values were calculated by Mann–Whitney *U* test.

### MARCO expression correlates with TLR9 activation

Since we found that efficient myeloid targeting required endosomal TLRs, we next investigated samples from human tumors to determine if the gene expression of *MARCO* or *CD274* correlated with the expression of *TLR3*, *TLR7*, and *TLR9*. This was done using data from tumor biopsies of patients (The Cancer Genome Atlas (TCGA)-Skin Cutaneous Melanoma project (SKCM) and Breast Invasive Carcinoma (BRCA)). We found that in the SKCM patient group, *MARCO* expression correlated with *TLR7* and *TLR9* but not *TLR3* (Fig. 5a), whereas in the BRCA patient group, *MARCO* expression correlated with *TLR9* (Fig. 5b). We also found a positive correlation between *CD274* expression and *TLR3*, *TLR7*, and *TLR9* in both patient groups (Supplementary Fig. 5a, b). Given the association of TLR9 with DNA ligands and that MARCO mediates uptake of apoptotic cells that influence DNA-driven autoreactive immune responses^20^, we hypothesized that TLR9 was the most likely candidate of the endosomal TLRs. Next, to verify that MARCO-expressing human TAMs also expressed TLR9, we investigated tumor samples from breast cancer patients with different subtypes. Staining of the pan-macrophage marker CD68 and MARCO confirmed the TLR9 expression in MARCO^+^ macrophages across all breast cancer subtypes, including luminal A, luminal B, HER2, and triple-negative breast cancer (TNBC), by immunofluorescence imaging (Fig. 5c and Supplementary Fig. 5c). These data suggested that TLR9 was a likely candidate among the endosomal TLRs to be specifically needed for the response to αMARCO treatment. To further substantiate this, we performed in vitro experiments. It is known that MARCO is expressed at steady state by subpopulations of macrophages^21^, and it can also be upregulated on macrophages following stimulation of TLRs. To test this, BMDMs from WT and *Unc93b1*^3d/3d^ mice were stimulated with specific agonists: Poly I:C (TLR3 agonist), R848 (TLR7 agonist), and CPG ODN (TLR9 agonist). Both TLR7 and TLR9 but not TLR3 agonists markedly upregulated MARCO expression at the gene and protein levels in WT BMDMs, while this effect was absent in BMDMs from *Unc93b1*^3d/3d^ mice (Fig. 5d, e). This was different from PD-L1 which expression was upregulated by TLR3 and TLR7 ligands but not TLR9 (Supplementary Fig. 5d). Thus, the MARCO expressing phenotype of macrophages correlates with TLR9 activation, suggesting that this is a key endosomal TLR that could be connected to the absence of treatment effects using αMARCO antibodies.

**Fig. 5:**
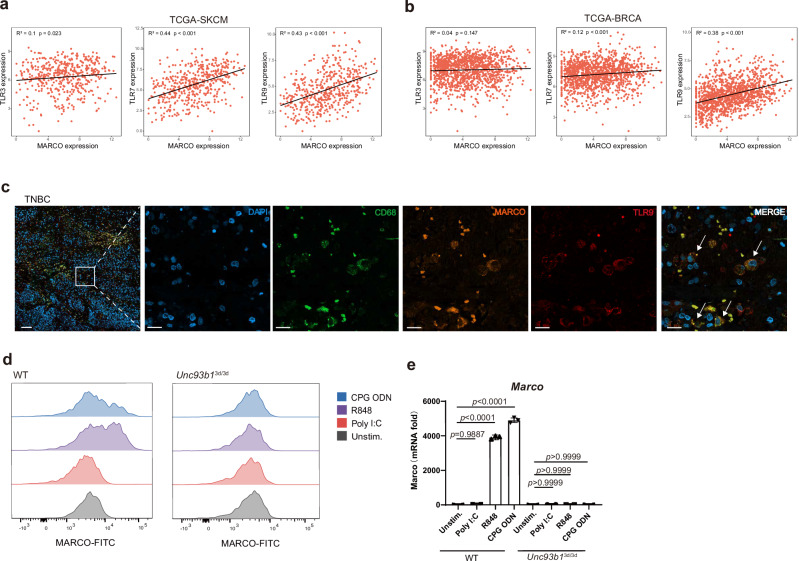
MARCO expression is correlated with TLR9 activation. **a** The FPKM expression of *MARCO* was plotted against *TLR3*, *TLR7* and *TLR9* in a subset of patients with melanoma included in the TCGA database. Correlation is shown in a xy-plot with a linear regression. *P* values were calculated by two-tailed Pearson’s correlation test. **b** The FPKM expression of *MARCO* was plotted against *TLR3*, *TLR7* and *TLR9* in a subset of patients with breast cancer included in the TCGA database. *P* values were calculated by two-tailed Pearson’s correlation test. **c** Immunofluorescence analysis of triple-negative breast cancer (TNBC) from a cohort of *n* = 3 patients. Representative immunofluorescence images are shown for a patient who received neoadjuvant chemotherapy and went for operation. Scale bars, 100 μm (far-left) and 20 μm. **d** BMDMs from WT and *Unc93b1*^3d/3d^ mice were stimulated with the indicated components. Black: without stimulation; red: Poly I:C (TLR3 agonist) (1 μg/ml); purple: R848 (TLR7 agonist) (1 μg/ml); blue: CPG ODN (TLR9 agonist) (1 μM). Representative histograms showing the MARCO expression. **e** Representative graph showing the relative gene expression of *Marco* under the indicated components stimulation. *n* = 3 mice per group from one experiment. Data are summarized from three (**d**, **e**) independent experiments. Bar plots show mean ± s.e.m. *P* values were calculated by ordinary one-way ANOVA followed by Tukey’s post hoc test (**e**).

### Specific deletion of TLR9 in MARCO-expressing macrophages blocks anti-MARCO-mediated immunotherapy

Next, to investigate the contribution of TLR9 in vivo, we generated a *Marco-Cre* mouse for targeted depletion of TLR9 from MARCO-expressing cells^22^. Using this mouse crossed to a Rosa-tdTomato reporter (ROSA)26Sor^tm14(CAG-tdTomato)Hze^/J mouse, we observed labelled macrophages in the peritoneum as well as in the TME by FACS, showing the efficacy of Cre activity (Supplementary Fig. 6a–c). Next, we crossed the *Marco-Cre* mouse with TLR9-floxed mice (*Tlr9*^*flox/flox*^)^23^ to generate conditionally targeted mice (Supplementary Fig. 6d). Investigating *Marco*^*Cre+/−*^ *Tlr9*^*flox/flo*x^ mice, we found that TLR9 was specifically knocked out in MARCO^+^ macrophages (Supplementary Fig. 6e–h). MARCO expression remained intact by analyzing in the peritoneum, spleen, and tumor tissues (Supplementary Fig. 6i, j). Next, we examined the role of TLR9 in MARCO-expressing cells by treating littermate controls and conditionally targeted mice with αMARCO in the setting of both B16-F10 and EO771 tumor models. We determined that αMARCO was not effective in reducing tumor growth within TLR9 conditionally targeted mice in both models, indicating a specific dependence on TLR9 (Fig. 6a, b). In addition, when compared to littermate controls in response to αMARCO treatment, we observed a reduced influx of NK cells and CD8^+^ T cells in TLR9 conditional knockout mice in both the B16-F10 and EO771 tumor models (Fig. 6c, d). Furthermore, TAMs displayed decreased CD206 and increased MHC II and PD-L1 expression in response to the treatment in littermate controls, but not in *Marco*^*Cre+/−*^ *Tlr9*^*flox/flox*^ mice in the B16-F10 model (Fig. 6e). In the EO771 model, we observed upregulation of MHC II on day 21, which was absent in *Marco*^*Cre+/−*^ *Tlr9*^*flox/flox*^ mice (Fig. 6f). Since we had observed that αPD-L1 treatment efficacy depends on endosomal TLR signaling, we next investigated whether αPD-L1 therapy depends on TLR9 signaling of MARCO^+^ macrophages. First, we investigated PD-L1 expression on myeloid cells, which was similar between littermate controls and the conditionally targeted mice (Supplementary Fig. 6k). Second, using the B16-F10 and EO771 tumor models, we found that αPD-L1 treatment effectively reduced tumor growth and altered the TME in both littermate controls and *Marco*^*Cre+/−*^ *Tlr9*^*flox/flox*^ mice, including the NK cells and CD8^+^ T cells influx and TAMs phenotype changes (Supplementary Fig. 6l–q). This supports that the therapeutic response to αPD-L1 does not rely on TLR9 signaling in MARCO^+^ macrophages. Dependence of TLR9 suggested that increased activation through this receptor would improve the efficacy of αMARCO treatment. To test this, we next injected αMARCO alone or in combination with TLR9 agonists for immunotherapy in the EO771 tumor model. The data showed that combinatory treatment significantly improved the treatment effect with reduced tumor volume and weight as well as increased the influx of CD8^+^ T cells to the tumor (Fig. 6g, h). This combinatory effect was also found in the B16-F10 model, where we found reduced tumor growth after injecting αMARCO together with TLR9 agonists (Supplementary Fig. 6r). Overall, these data shows that TLR9 is required for MARCO-expressing cells to respond to αMARCO treatments in vivo.

**Fig. 6:**
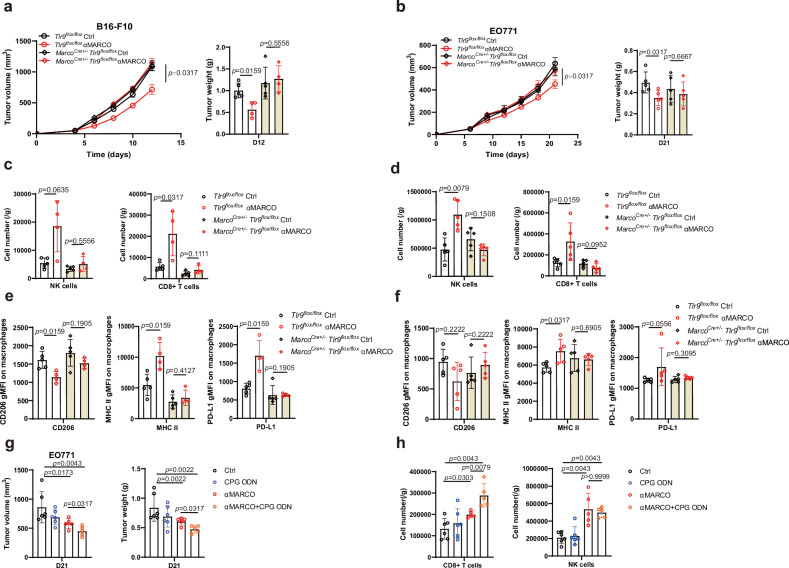
Specific deletion of TLR9 in MARCO-expressing macrophages block anti-MARCO- mediated immunotherapy. **a** B16-F10 tumor growth (left) and tumor weight at day 12 (right) in *Tlr9*^*flox/flox*^ and *Marco*^*Cre+/−*^ *Tlr9*^*flox/flox*^ mice following with a control or αMARCO treatment. Red, with αMARCO treatment; black, with isotype control (Ctrl) treatment. *Tlr9*^*flox/flox*^ Ctrl *n* = 5, *Tlr9*^*flox/flox*^ αMARCO *n* = 4, *Marco*^*Cre+/−*^ *Tlr9*^*flox/flox*^ Ctrl *n* = 5, *Marco*^*Cre+/−*^ *Tlr9*^*flox/flox*^ αMARCO *n* = 4. **b** EO771 tumor growth (left) and tumor weight at day 21 (right) in *Tlr9*^*flox/flox*^ and *Marco*^*Cre+/−*^ *Tlr9*^*flox/flox*^ mice following with a control or αMARCO treatment. *n* = 5 mice per group. **c** Absolute number per gram of NK and CD8^+^T cells infiltration in B16-F10 tumors as described in (**a**). *n* = 5 for control group, *n* = 4 for αMARCO treatment group. **d** Absolute number per gram of NK and CD8^+^T cells infiltration in EO771 tumors as described in (**b**). *n* = 5 mice per group. **e** The expression of CD206, MHC II and PD-L1 on TAMs in B16-F10 tumors as described in (**a**). **f** The expression of CD206, MHC II and PD-L1 on TAMs in EO771 tumors as described in (**b**). **g** EO771 tumor-bearing WT mice were treated with CpG ODN (20 μg) (blue), αMARCO (100 μg) (red), or a combination of αMARCO and CpG ODN (orange) every three days. Representative graphs showing tumor volume (left) and tumor weight (right) measured at day 21 post-tumor inoculation. Ctrl *n* = 6; CpG ODN *n* = 6; αMARCO *n* = 5; αMARCO + CpG ODN *n* = 5. **h** Absolute number per gram of CD8^+^T and NK cells infiltration in EO771 tumors as described in (**g**). *n* is the number of mice in one experiment (**a**–**h**). Data are summarized from two (**a**–**h**) independent experiments. Dots represent biological replicates (**a**–**h**). Bar plots show mean ± s.e.m. *P* values were calculated by two-side Mann–Whitney *U* test (**a**–**h**).

### TLR9 signaling is essential for anti-MARCO efficacy in vitro

We further investigated how TLR9 deficiency modulated the function and responsiveness of MARCO-expressing macrophages in vitro using a co-culture system with T cells. At steady state, anti-inflammatory BMDMs from *Tlr9*^*flox/flox*^, *Marco*^*Cre+/−*^, and *Marco*^*Cre+/−*^ *Tlr9*^*flox/flox*^ exhibited comparable inhibitory effects on T cell proliferation and IFN-γ cytokine secretion. However, αMARCO antibody addition to the cultures rescued T cell proliferation and IFN-γ secretion in co-cultures with *Tlr9*^*flox/flox*^ and *Marco*^*Cre+/−*^ BMDMs but not in co-cultures with *Marco*^*Cre+/−*^ *Tlr9*^*flox/flox*^ BMDMs (Fig. 7a–c and Supplementary Fig. 7a, b). Similar results were obtained when using tumor-conditioned media, where we find that αMARCO restores T cell proliferation and IFNγ production in cultures with macrophages from littermate controls but not for conditionally targeted macrophages. Also, there was no effect on T cell activation when using pro-inflammatory macrophages stimulated with LPS and IFNγ (Supplementary Fig. 7a, b). This implies that TLR9 expression is needed for MARCO-expressing macrophages to respond to engagement with αMARCO and facilitate cytotoxic lymphocyte activation. This was also true for repolarization, where in the absence of TLR9, there were no changes in CD206 or MHC II expression at both mRNA and protein levels after αMARCO stimulation (Fig. 7d–f). Thus, TLR9 is intrinsically needed for repolarization of anti-inflammatory macrophages in vitro.

**Fig. 7:**
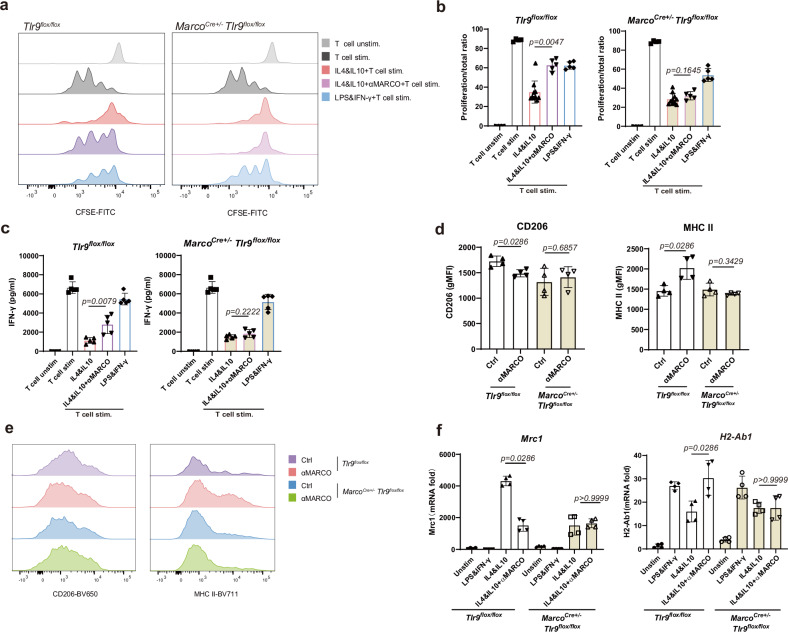
TLR9 signaling is essential for anti-MARCO efficacy in vitro. **a** BMDMs from *Tlr9*^*flox/flox*^ (left) and *Marco*^*Cre+/−*^ *Tlr9*^*flox/flox*^ mice (right) were stimulated with indicated cytokines, treated with control or αMARCO, and cocultured with CFSE labeled T cells from naive mice followed with CD3/CD28 T-cell activator beads for 48 h. Representative histograms of CFSE on T cells were assessed by flow cytometry. Grey: unstimulated T cell (no beads); black: stimulated T cell (with beads); red: IL4&IL10 stimulated BMDMs treated with isotype control; purple: IL4&IL10 stimulated BMDMs treated with αMARCO; blue: LPS&IFN-γ stimulated BMDMs treated with isotype control. **b** Representative graph showing the ratio of proliferating T cells out of total T cells was assessed by flow cytometry. T cell unstim *n* = 4, T cell stim *n* = 4; for both *Tlr9*^*flox/flox*^ and *Marco*^*Cre+/−*^ *Tlr9*^*flox/flox*^ BMDMs, IL4&IL10 + T cell stim *n* = 10, IL4&IL10 BMDM + αMARCO + T cell stim *n* = 5, LPS&IFN-γ + T cell stim *n* = 5. **c** IFN-γ levels detected in the supernatant from BMDMs and T cells coculturing system. *n* = 5 mice per group from one experiment. **d** Graphs showing the CD206 and MHCII expression of IL4&IL10 stimulated BMDMs from *Tlr9*^*flox/flox*^ and *Marco*^*Cre+/−*^ *Tlr9*^*flox/flox*^ mice treated with control or αMARCO for 10 h. *n* = 4 mice per group. **e** Representative histograms showing the CD206 and MHCII expression of IL4&IL10 stimulated BMDMs from *Tlr9*^*flox/flox*^ and *Marco*^*Cre+/−*^ *Tlr9*^*flox/flox*^ mice treated with control or αMARCO for 10 h. **f** Graphs showing the *Mrc1* and *H2-Ab1* gene expression of LPS&IFN-γ or IL4&IL10 stimulated BMDMs from *Tlr9*^*flox/flox*^ and *Marco*^*Cre+/−*^ *Tlr9*^*flox/flox*^ mice treated with control or αMARCO for 10 h. *n* = 4 mice per group. *n* is the number of mice from one (**b**, **d**, **f**) and two (**c**) independent experiments. Data are summarized from two independent experiments (**b**–**d**, **f**). Dots represent biological replicates (**b**–**d**, **f**). Bar plots show mean ± s.e.m. *P* values were calculated by two-side Mann–Whitney *U* test.

### Anti-MARCO promotes inflammasome activation and IL-1β secretion in a TLR9-dependent manner

Next, we proceeded to investigate the underlying mechanism by which TLR9 was involved in αMARCO mediated immunotherapy. We have previously reported that after activation using αMARCO antibodies, macrophages release extracellular ATP^24^. We also showed that ATP release from MARCO expressing marginal zone macrophages (MZM) in vivo makes marginal zone B cells (MZB) shed their CD21 receptors^24^. To assess whether endosomal TLRs, and in particular TLR9, influence this mechanism, we examined macrophages from littermate controls, *Unc93b1*^3d/3d^, and *Marco*^*Cre+/−*^ *Tlr9*^*flox/flox*^ mice. The ATP release assay revealed that all the macrophages exhibited similar levels of ATP release following αMARCO stimulation (Fig. 8a). In vivo, we also found that the ATP-driven loss of CD21 on MZBs was similar in littermate controls, *Unc93b1*^3d/3d^ and *Marco*^*Cre+/−*^ *Tlr9*^*flox/flox*^ mice after αMARCO injection, while the CD1d expression on MZBs was unaffected (Fig. 8b, c and Supplementary Fig. 8a, b). These data suggested that the requirement for TLR9 was connected to a secondary step in the macrophage response to αMARCO. Even though persistent inflammation can drive tumor progression, therapeutic agent-induced acute inflammation often enhances antitumor immunity. Notably, certain cytotoxic chemotherapies depend on host pattern recognition receptors (PRRs), such as TLRs and inflammasomes, for their full therapeutic efficacy^25,26^. In connection with ATP, a damage-associated molecular pattern (DAMP) activates macrophages via the P2X7 channel, triggering NLRP3 inflammasome activation and subsequent IL-1β processing and secretion^27^. We hypothesized that TLR9 was needed in MARCO-expressing macrophages to prepare them for a response to ATP by regulating transcription of the inflammasome components. To investigate this possibility, we stimulated macrophages with TLR9 agonists and detected significantly elevated expression of inflammasome-related genes (Fig. 8d, e and Supplementary Fig. 8c, d). This was also true using tumor-conditioned media from the B16-F10 tumors, showing that TLR9 was needed in the TME to make TAMs ready to respond to ATP (Fig. 8f). To further assess inflammasome activation, we examined key components of the inflammasome using Western blot. We observed a reduction of pro-IL-1β, NLRP3 and ASC in the conditionally targeted macrophages when stimulated with TLR9 agonist or tumor-conditioned media, but not with TLR4 agonist (Fig. 8g and Supplementary Fig. 8e). This was also true regardless of stimuli. We next evaluated inflammasome activation in peritoneal macrophages and found that activation of Caspase-1 was reduced in macrophages from the conditionally targeted mice (Fig. 8h). We also found increased IL-1β secretion in WT macrophages upon ATP induced activation after preincubation with TLR9 agonists or tumor-conditioned media. However, consistent with reduced expression of the inflammasome machinery, this response was markedly impaired in macrophages lacking endosomal TLR signaling (*Unc93b1*^3d/3d^) or in MARCO^+^ macrophages with TLR9-specific deletion (*Marco*^*Cre+/−*^ *Tlr9*^*flox/flox*^) (Fig. 8i, j). This was specific to TLR9 since when we pre-incubated with LPS to condition macrophages from *Unc93b1*^3d/3d^ and *Marco*^*Cre+/−*^ *Tlr9*^*flox/flox*^ mice they had the capacity to secrete IL-1β following ATP stimulation (Supplementary Fig. 8f). In addition, blocking TLR9 but not TLR7 reduced the IL-1β production induced by the tumor-conditioned media, showing that TLR9 ligands are responsible for driving this response (Fig. 8k, l). These findings suggested that inflammasome activation in the TME is specific to the TLR9-ATP axis coupled to αMARCO antibody treatment. To validate these findings in vivo, tumor-conditioned media were harvested from littermate controls and *Marco*^*Cre+/−*^ *Tlr9*^*flox/flox*^ tumor-bearing mice. Baseline levels of IL-1β and IFN-γ secretion were significantly lower in *Marco*^*Cre+/−*^ *Tlr9*^*flox/flox*^ tumors compared to in controls (Fig. 8m and Supplementary Fig. 8g). Moreover, the increased production of IL-1β induced by αMARCO in vivo was also dependent on TLR9 (Fig. 8n). Together, these data show that αMARCO promotes inflammasome activation and IL-1β secretion through a TLR9-dependent mechanism. This includes upregulation of proteins of the inflammasome machinery which are critical for modulating macrophage repolarization and function and promoting anti-tumor immunity.

**Fig. 8:**
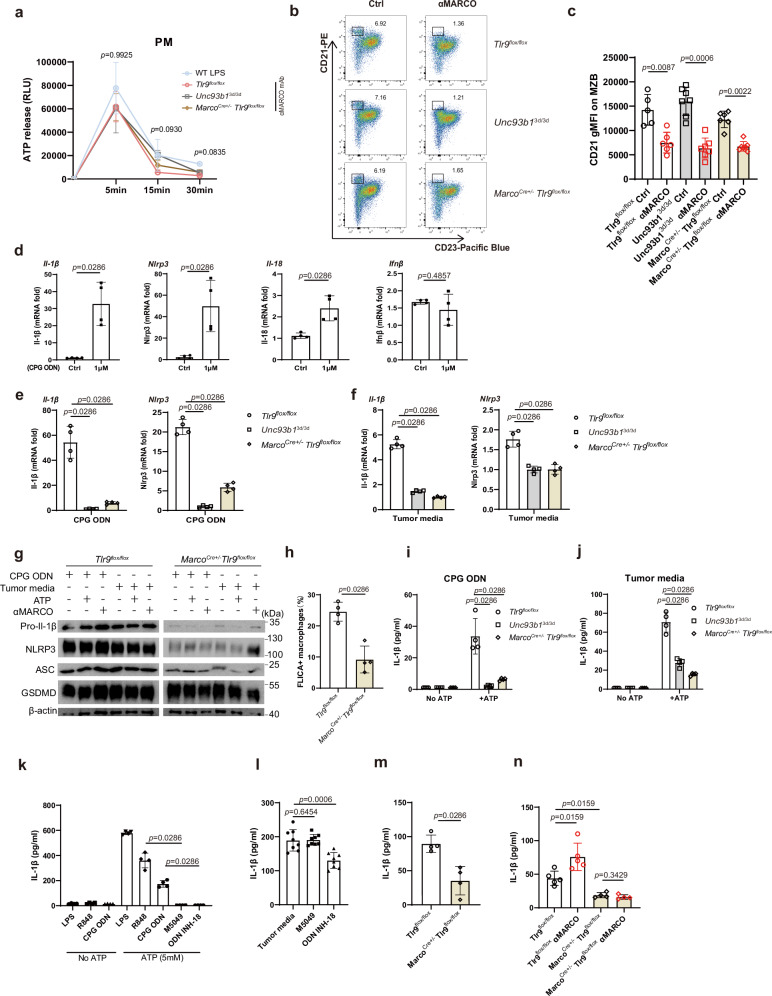
Anti-MARCO promotes inflammasome activation and IL-1*β* secretion in a TLR9 dependent manner. **a** ATP release upon αMARCO antibody stimulation of peritoneal macrophages (PM). Data have been subtracted from the baseline level. *n* = 3 mice per group. **b** Spleens from *Tlr9*^*flox/flox*^, *Unc93b1*^3d/3d^ and *Marco*^*Cre+/−*^ *Tlr9*^*flox/flox*^ mice injected (i.v.) with control or αMARCO (50 μg/mouse) for 24 h. Dot plots showing the percentage of CD21^+^ cells on marginal zone B cell (MZB). **c** The expression of CD21 on MZB gated using CD1d. *Tlr9*^*flox/flox*^ Ctrl *n* = 5, *Tlr9*^*flox/flox*^ αMARCO *n* = 6, *Unc93b1*^3d/3d^ Ctrl *n* = 7, *Unc93b1*^3d/3d^ αMARCO *n* = 7, *Marco*^*Cre+/−*^ *Tlr9*^*flox/flox*^ Ctrl *n* = 6, *Marco*^*Cre+/−*^ *Tlr9*^*flox/flox*^ αMARCO *n* = 6. **d** Relative expression of *Il-1β*, *Nlrp3*, *Il-18*, and *Ifnβ* on PMs from WT mice stimulated with or without CPG ODN (TLR9 agonist) (1 μM) for 12 h. *n* = 4 mice per group. **e** Relative expression of *Il-1β* and *Nlrp3* on PMs stimulated with CPG ODN (1 μM) for 12 h. *n* = 4 mice per group. **f** Relative expression of *Il-1β* and *Nlrp3* on PMs stimulated with tumor-conditioned media for 12 h. **g** Western blot analysis of inflammasome-related proteins in PMs isolated from *Tlr9*^*flox/flox*^ and *Marco*^*Cre+/−*^ *Tlr9*^*flox/flox*^ mice. **h** The percent of FLICA+ macrophage in PMs. *n* = 4 mice per group. Data have been subtracted from the baseline level. **i** IL-1β levels detected in the supernatant of PMs stimulated with CPG ODN (1 μM) for 12 h following with ATP (5 mM). *n* = 4 mice per group. **j** IL-1β levels detected in the supernatant of PMs stimulated with tumor-conditioned media for 12 h following with ATP (5 mM). *n* = 4 mice per group. **k** IL-1β levels detected in the supernatant of WT PMs stimulated with indicate reagents for 12 h following with ATP (5 mM). *n* = 4 mice per group. **l** IL-1β levels detected in the supernatant of WT PMs pretreated with M5049 (1 μM) or ODN INH-18 (1 μM) for 6 h followed with tumor-conditioned media for 6 h and stimulated with ATP (5 mM). *n* = 8 mice per group. **m** IL-1β levels detected in the supernatant of B16-F10 tumor-conditioned media after 24 h cultured. *n* = 4 mice per group. **n** IL-1β levels detected in the supernatant of EO771 tumor-conditioned media after 24 h cultured. *Tlr9*^*flox/flox*^ *n* = 5, *Marco*^*Cre+/−*^ *Tlr9*^*flox/flox*^ *n* = 4. Representative graph shows one representative experiment out of two (**a**–**c**, **g–n**) and three (**d**–**f**) independent repeats. Dots represent biological replicates (**a**, **c**–**f**, **h–n**). Bar plots show mean ± s.e.m. *P* values were calculated by two-side Mann–Whitney *U* test.

## Discussion

Macrophages are first-line responders in the immune system. In this role, they employ gene expression programs driven by environmental cues to prepare them for effector functions in the tissue they reside in. This applies to TAMs as well, where the microanatomical niches that exist in the tumor tissue will drive an array of polarization states that affect immunotherapeutic treatment outcomes^28^. This also relates to the local metabolic regulation of TAMs that directly impacts their function and mode of regulation^29^. In contrast to T cells, TAMs are consistently present in the tumor, regardless of whether it is “hot” or “cold” with respect to lymphocyte infiltration. In recent years, efforts have been made to harmonize the TAM data from a multitude of studies using single-cell analysis of tumors across different cancer types^2,30^. The analysis conducted so far suggests that specific clusters of polarization states exist across cancer types, with some exhibiting expression of MARCO alongside inflammasome components^31^. An important finding in this study is that endosomal TLRs are needed for the response to immunotherapy using αMARCO antibodies. However, there was no difference in tumor growth in the control groups even though there were clear changes in the overall gene expression of the TAMs and their numbers. 

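In bulk RNA-seq of control TAMs, several inflammasome genes were higher in WT than in *Unc93b1* 3d/3d mice. *Pycard* (ENSMUSG00000030793) had 128 ± 12.5 CPM (SD, n = 2) in WT and 34.1 ± 4.38 CPM (SD, n = 2) in *Unc93b1* 3d/3d TAMs, a log2 fold change of 1.89 (standard error 0.12, adjusted *P* = 2.3e-05 from edgeR). *Casp1* (ENSMUSG00000025888) had a log2 fold change of 0.76 (standard error 0.11, adjusted *P* = 0.0022 from edgeR). *Il1b* (ENSMUSG00000027398) had a log2 fold change of 0.74 (standard error 0.18, adjusted *P* = 0.0338 from edgeR). *Casp1* and *Il1b* were no longer called in the model of all 8 libraries, with adjusted *P* values of 0.0958 and 0.273, nor was *Il1b* after the correction for gene length and GC content, with an adjusted *P* of 0.0599. For *Il1b* the adjusted *P* ranged from 7.88e-05 to 0.273 over the alternatives. *Nlrp3* and *Il18* had log2 fold changes of −0.14 and −0.07 and were not called. Among genes often used for polarization, *Nos2*, *Arg1*, *Cd86* and *H2-Ab1* were not called either, with log2 fold changes of −0.12, 0.93, −0.19 and 0.26. *Arg1* had 124 and 19.5 CPM in the WT replicates, and its direction reversed without the first of them. *Tlr3* and *Tlr9* had log2 fold changes of −0.22 and 0.09 and were not called, and *Tlr7* had −0.47 (adjusted *P* = 0.0194 from edgeR), lower in both WT samples but under the fold change threshold. Over a list of 16 genes of resident-like macrophages, which includes *Mrc1*, *Mertk*, *Stab1* and *Gas6*, the median log2 fold change was −1.19, with 4 genes higher in WT (adjusted *P* = 0.000313, limma's camera). Nonclassical monocyte markers had a median log2 fold change of 1.41, with 12 of 14 genes higher in WT (adjusted *P* = 4.05e-06, limma's camera). Interferon response genes had a median of −0.17, with 4 of 16 genes higher in WT (adjusted *P* = 0.257, limma's camera).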

When investigating the TAMs in bulk from WT or mice lacking functional endosomal TLRs, we found mixture of polarization towards both pro and anti-inflammatory states that could partly explain this. Thus, we went on to investigate the response in higher resolution, and our scRNA-seq data show six major myeloid populations, and three of these clearly respond to αMARCO treatment by changes in gene expression. Of these, the SPP1+ TAMs have been shown to also express MARCO in human tumors^32^. In addition, MARCO-expressing TAMs are coupled to poor prognosis in several cancer types, including breast cancer^33^, pancreatic cancer^34^, prostate cancer^35^, glioblastoma^36^. Moreover, MARCO expression has been suggested as a relevant marker for clinical evaluation of tumor grades^33^. Targeting TAMs for immunotherapy in humans has been attempted using two main approaches to date: **(1)** Suppressing TAM recruitment or survival primarily by blockade or modification of CSF1-receptor function, or **(2)** by reprogramming approaches using various drugs, including TLR agonists^37^. The findings here show that TAMs require endosomal TLRs for efficient anti-tumor responses using αMARCO and αPD-L1 antibodies in two tumor models. This requirement was fulfilled without injections of ligands for endosomal TLRs, which instead were provided endogenously by the TME, presumably from dying tumor cells and/or cellular stress responses. It is known that necrotic and apoptotic cells can activate TLR9 through release of genomic or mitochondrial DNA^38,39^. It is also likely that these ligands are more stable in the TME than ligands for TLR7 as these will be subjected to potent RNAse activity. In support of this, the tumor-conditioned media from untreated tumors was sufficient to upregulate components of the inflammasome in a TLR9-dependent manner in MARCO-expressing macrophages. In addition, combinatory treatment using TLR9 ligands and αMARCO showed increased treatment efficacy. These data collectively provide evidence for that for TAMs to be targetable using these antibodies, they need to be “pre-polarized” within the tumor and that this can also be achieved using exogenous ligands. This aligns with previous findings in which exogenous TLR9 ligands were necessary for generating effective tumoricidal macrophage phenotypes and overcoming the do-not-eat-me signals of tumor cells^40^. In addition, direct injection of poly(I:C) + R848 in the tumor altered the balance between pro- and anti-tumor TAMs^41^. In humans, TLR9 agonists (IMO-2055 and SD-101) have been evaluated in clinical trials and were well tolerated, but it is still too early to evaluate therapeutic efficacy^42–44^. Importantly, we also find that MARCO is co-expressed with TLR9 in the TME of breast cancer patients. It will be of interest to evaluate this combination of markers in future clinical evaluation of tumors before and after treatment. We are currently developing an anti-human MARCO antibody (anti-hMARCO), and a combination treatment with TLR9 agonists and anti-hMARCO may be a plausible approach for efficient TAM targeting. Also, the data herein showing TLR9 expression in MARCO-positive macrophages in all types of human breast cancer is encouraging for moving this treatment forward to clinical application. It is evident that new avenues for immunotherapy must be explored for many cancers. In this respect, targeting macrophages within the tumor represents an appealing strategy. Here, we report that the MARCO-expressing TAM subpopulation is indeed targetable and provides a mechanism of action whereby TLR9 pre-polarization/priming is essential for achieving beneficial treatment effects. This implies that tumors containing TAMs can be cold, and rather than differences in numbers of macrophages, the treatment effect is related to their polarization state. This is also true for αPD-L1 treatment, which relies on endosomal TLRs. As PD-L1 is expressed by many cell types in the TME, the data suggest that targeting TAMs is crucial for efficacy and treatment outcomes. Further studies will determine the exact mechanistic connection between endosomal TLRs and PD-L1 expression, including the effect on other cell types. The effect of TLR7 and TLR3 in the TME is worth pursuing, as we found that PD-L1 upregulation was connected to these receptors. Other venues for exploration are investigations into immunometabolism, as targeting TLR9 is known to modulate metabolism and thereby influences the polarization and function of TAMs^29^. Given the key role of macrophages in tumor progression, including generation of metastases, targeting the MARCO-expressing subpopulation of TAMs should improve immunotherapeutic treatment outcomes.

## Methods

### Mice

C57BL/6J (BL/6J) mice were purchased from Charles River Laboratories (Germany) under an agreement with The Jackson Laboratory (stock# 000664). *Unc93b1*^3d/3d^ mice were a gift from Dr. Bruce Beutler^10^. *MARCO-Cre* mice were made by Tak W. Mak (Toronto University)^45^. C57BL/6J-Tlr9^em1Ldm^/J (*Tlr9*^*flox/flox*^) mice (stock #:034448) and B6.Cg-Gt(ROSA)26Sor^tm14(CAG-tdTomato)Hze^/J (Rosa-tdTomato) reporter mice (stock #:007914) were obtained from The Jackson Laboratory (USA). All animals were randomly co-housed in groups under specified pathogen-free conditions at the Comparative Medicine Animal Facility at Karolinska Institutet and had unlimited access to standard laboratory chow and water. Mice were maintained under a light-dark cycle of 12 h, with a temperature of 20–25 °C and humidity of 50–60%. We confirm that the research performed in this study complies with all relevant ethical regulations. All animal experiments conducted in this study were approved by the Stockholm’s Animal Experimental Ethical Committee (Dnr 4240-2021).

### Tumor models

B16-F10 mouse melanoma cell line (ATCC, Cat#CRL-6475) was maintained in DMEM supplemented with 10% fetal bovine serum (FBS), 1% penicillin-streptomycin. EO771 mouse breast cancer cell line (CH3 BioSystems, Cat#94A001) was cultured in RPMI-1640 medium supplemented with 10% FBS, 1% penicillin-streptomycin, and 1% L-Glutamine. All cells used for the individual repeats of the experiment originate from the same early passage stock and are cultured for two passages before in vivo administration. 8–12 week-old male (B16-F10 model) or 8–14 week-old female (EO771 model) mice were randomly assigned to the experimental groups. Male mice were subcutaneously inoculated with 5 × 10^5^ B16-F10 tumor cells in 100 μL PBS on day 0 in the right flank. Female mice were orthotopically inoculated with 2 × 10^5^ EO771 tumor cells in 100 μL PBS on day 0 in the right mammary fat pad. Tumor volume (0.5236 × length × width × width) was measured every other day using a caliper and monitoring frequency was increased to daily once the tumor volume reached 0.8 cm^3^. No animal bore a tumor exceeding the maximum permitted size during the experiments. Animals were randomized based on tumor volume prior to treatment, and experimental measurements were conducted in a blinded manner. On day 12 (or 21 for EO771 model) of the experimental setup, tumor-bearing animals were euthanized via CO_2_ inhalation, and tumors were collected for further analysis.

### Immunotherapy

All the antibody treatment was performed by intravenous (i.v.) injection starting on the third day after tumor inoculation. For αMARCO treatment, the rat anti-MARCO IgG1 (Clone: ED31) was obtained from Mabtech. Mice were treated with 100 μg of anti-MARCO antibody (rat IgG1, clone ED31) or IgG1 isotype control antibody (BioXCell, rat IgG1, clone TNP6A7) on day 3, 6, 9 (and 12 for EO771 model). For the experiments of CD21 downregulation on MZB, mice were injected with 50 μg of anti-MARCO antibody or IgG1 control antibody for 24 h. For the anti-PD-1 antibody or anti-PD-L1 antibody treatments, mice were injected with 180 μg anti-PD1 (BioXCell, rat IgG2a, clone RMP1–14), or 75 μg anti-PD-L1 antibody (BioXCell, rat IgG2b, clone 10 F.9G2) on day 3, 6, 9 (and 12 for EO771 model). For combo therapy, mice were injected with 20 μg CPG ODN (Invivogen, #tlrl-2395) together with 100 μg of anti-MARCO antibody (rat IgG1, clone ED31) on day 3, 6, 9 (and 12 for EO771 model).

### Tumor and tissue preparation

Tumors were harvested at the indicated time point in cold DMEM digest medium (DMEM culture medium supplemented with 2% FBS, 2 mM L-glutamine, 10 mM sodium pyruvate, 1% non-essential AAs, 2% essential AAs, and 15 mM Hepes). Tumors were finely cut into pieces using surgical scissors and further enzymatically dissociated through the addition of 100 μg/ml DNAse (Roche), 150 μg/ml Liberase TL (Roche) for 30 min at 37 °C water baths. After incubation, cells were passed through 100μm filter strainer and washed thoroughly with 5 ml MACS Buffer (1 × PBS supplemented with 0.5% BSA, 2 mM EDTA, 2mM L-glutamine, 10 mM Sodium Pyruvate, 1% Non-essential AAs, 2% Essential AAs, and 25 mM D-Glucose). Later, cells were lysed with ACK Lysis Buffer (Gibco) to get rid of red blood cells (RBC). Tumor cells were either processed to obtain tumor-conditional media or CD45 selection. For tumor-conditioned media preparation, cells were seeded at a concentration of 5 × 10^6^ cells/ml and incubated for 48 h at 37 °C. Collected supernatant was filtered through a 0.22 μm filter and store at −20 °C until further use. For positive selection by magnetic cell isolation, cells were labeled with CD45 MicroBeads (Miltenyi Biotec) followed with the kit protocol. Purified CD45 cells were resuspended in PBS and ready for further staining. For spleen sample preparation, the spleen was dissected out, mushed through a 70 μm strainer, and followed by lysis of RBC before staining.

### Flow cytometry

Single-cell suspensions of tumors were prepared according to previous descriptions. Non-specific labeling was blocked with anti-CD16/32 (FC Block; Biolegend) before specific labeling. Viability was assessed with LIVE/DEAD Fixable Aqua (Invitrogen) in PBS for 15 min at room temperature (RT) before surface staining. Surface staining was performed in MACS buffer for 30 min at 4 °C. Subsequently, cells were fixed and permeabilized for intracellular staining using the FoxP3/Transcription Factor Staining Buffer Set (eBioscience) according to manufacturer’s protocol. Samples were analyzed using a BD LSR Fortessa ×-20 cytometer and analyzed with FlowJo software (v10.8.1). For FACS sorting, after tumor dissociation and CD45 positive selection, Live CD45^+^ cells or Live CD45^+^ CD11b^+^ F4/80^+^ Gr-1^−^ cells were sorted using a BD FACS Aria fusion cell sorter for RNA-sequencing or co-culturing with T cells. A full list of the antibodies used in the study and dilutions is provided in Supplementary Table 1. For gating strategy refer to Supplementary Fig. 9).

### Generation and processing of bulk RNA-sequencing data

TAMs (live, CD45^+^CD11b^+^F4/80^+^Gr-1^−^ cells) were isolated as indicated and directly collected in 1 ml of TRIzol (Invitrogen) before storage at −80 °C. Total RNA was extracted and isolated following TRIzol Reagent User Guide. Messenger RNA was purified from total RNA using poly-T oligo-attached magnetic beads. RNA integrity was assessed using the Bioanalyzer 2100 system (Agilent Technologies, CA, USA). After fragmentation, the first strand cDNA was synthesized using random hexamer primers, followed by the second strand cDNA synthesis. The library was ready after end repair, A-tailing, adapter ligation, size selection, amplification, and purification. The library was checked with Qubit and real-time PCR for quantification and bioanalyzer for size distribution detection. After library quality control, different libraries were pooled based on the effective concentration and targeted data amount, then subjected to Illumina sequencing by using the NovaSeq 6000 platform. As each sequencing cluster extends its complementary strand, the addition of each fluorescently labeled dNTP releases a corresponding fluorescence signal. The sequencer captures these fluorescence signals and converts them into sequencing peaks through computer software, thereby obtaining the sequence information of the target fragment.

### Bulk RNA-sequencing data analysis

Raw data of fastq format were first processed through fastp software. In this step, clean data was obtained by removing reads containing adapter, reads containing ploy-N and low-quality reads from raw data. At the same time, Q20, Q30 and GC content the clean data were calculated. All the downstream analyses were based on the clean data with high quality. Reference genome and gene model annotation files were downloaded from genome website directly. Index of the reference genome was built using Hisat2 v2.0.5, and paired-end clean 1 reads were aligned to the reference genome using Hisat2 v2.0.5. We selected Hisat2 as the mapping tool for that Hisat2 can generate a database of splice junctions based on the gene model annotation file and thus a better mapping result than other non-splice mapping tools. FeatureCounts v1.5.0 was used to count the reads numbers mapped to each gene, and then TPM of each gene was calculated based on the length of the gene and reads count mapped to this gene. Differential expression analysis for two conditions was performed using the DESeq2 R package (1.40.2). DESeq2 provides statistical programs for determining differential expression in digital gene expression data using models based on negative binomial distribution. The resulting *P*-value is adjusted using the Benjamini and Hochberg’s methods to control the error discovery rate. The corrected *P*-value ≤ 0.05 & |log2(foldchange)| ≥ 0.5 was set as the threshold of significant differential expression. GO and KEGG enrichment analysis of differentially expressed genes was implemented by the clusterProfiler R package (4.10.1), in which gene length bias was corrected. GO and KEGG terms with corrected *P*-value less than 0.05 were considered significantly enriched by differential expressed genes.

### Generation and library preparation of single-cell RNA-sequencing data

To minimize the impact of individual variation on sequencing outcomes, 3 to 4 tumor samples per experimental group were pooled into a single biological replicate prior to downstream processing. Single-cell suspensions generated from the EO771 tumors were stained with viability dye and anti-CD45 antibodies. Live CD45^+^ cells were subsequently isolated as previously indicated. Immediately following sorting, the collected cells were manually counted under the microscope, and the cell concentration was adjusted to 1200–1400 cells/μl. Approximately 9000–11,000 cells per well were loaded onto a GEM-X OCM 3′ Gene Chip v4 4-plex (10× Genomics, PN-1000747), which was then immediately run on a Chromium X (10× Genomics) to generate single-cell GEMs (Gel Beads-In-Emulsions). Single-cell RNA-seq libraries were constructed using the GEM-X Universal 3′ Gene Expression v4 4-plex kit (10× Genomics, PN-1000779) according to the manufacturer’s instructions. Sequencing was performed on a DNBSEQ-G400 sequencer (MGI Tech) with the following run parameters: Read 1: 28 bp; Read 2: 150 bp; i7 index: 10 bp; i5 index: 10 bp. Following sequencing, raw reads were demultiplexed using SplitBarcode (v1.0.1). The demultiplexed data were then processed using the Cell Ranger pipeline (v9.0.1, 10× Genomics) for alignment, barcode assignment, and UMI counting against the pre-compiled mouse reference transcriptome (refdata-gex-mm10-2020-A, 10× Genomics). The resulting raw gene expression count matrices were used for subsequent downstream analysis.

### Histology and immunofluorescence

Tumors from mice were isolated and directly fixed in 4% paraformaldehyde (PFA) overnight at 4 °C followed by 15 and 30% sucrose to dehydrate the tissue and embed with OCT medium (Bio-Optica), while spleens were cryopreserved in OCT medium directly. Embedded samples were cut into 10-μm-thick sections to Superfrost Ultra Plus slides (Thermo Scientific) using a cryostat microtome (NX70-Thermo cryostat). Slides were stored at −20 °C for short-term or −80 °C for long-term storage.

Tumors from human patients were paraffin-embedded and sectioned into 5-μm-thick slices. Heated paraffin sections were dewaxed in xylene, followed by ethanol series. After blocking endogenous peroxidase activity with 3% hydrogen peroxide for 20 min, slides were boiled in 10 mM citrate buffer (pH 6.0) for 20 min to perform antigen retrieval. Slides were ready for the following staining steps. Before staining, mouse sections were blocked with 5% goat serum (Dako Denmark A/S) and Fc Block in PBS for 30 min at RT. For human sections, blocking buffer also add 0.05% Triton ×-100 for cell permeabilization. Mouse tumor slides were incubated with anti-MARCO antibody conjugated to AF488 (Life Technologies), anti-F4/80 eFluor 570 (Invitrogen), anti-CD31 AF647 (Biolegend); while spleen slides were incubated with anti-MARCO AF488 (as previously); anti-F4/80 eFluor 570 (as previously); anti-B220 AF647 (BD Biosciences). Human breast carcinoma sections were incubated with primary antibody at 4 °C overnight followed by secondary antibody for 1 h at RT. Samples were stained with primary antibody mouse-anti-human TLR9 (Abcam), and secondary goat-anti-mouse IgG (H + L) AF647 antibody (Invitrogen). After washing out, slides were incubated with anti-human MARCO antibody conjugated to AF555 (Life Technologies); anti-human CD68 AF488 (Santa Cruz Biotechnology) at 4 °C overnight. The nuclei were counterstained with DAPI in PBS for 5 min (dilution 1:3000) in the dark and mounted with ProLong Diamond Antifade Mountant (Thermo Scientific). All sections were imaged using a confocal microscope (Leica LSM 980) and images were analyzed with ImageJ (Fiji) software. A full list of the antibodies used in the study and dilutions is provided in Supplementary Table 1.

### Macrophage isolation and polarization

For BMDMs, bone marrow was isolated from femur and tibia and subsequently lysed with ACK Lysis Buffer (Gibco) for 3 min at RT. Murine monocytes were cultured in BMDM culture medium (DMEM supplemented with 20% Cytiva HyClone FBS, 1% GibcoTM P/S and 10 ng/ml M-CSF) for 8 days to allow differentiation of monocytes to macrophages. Half of the cell culture medium was replaced with fresh BMDM culture medium on day 3, and the entire volume of cell culture medium was replaced with fresh BMDM medium on day 6. BMDMs were then polarized toward either pro-inflammatory (20 ng/ml IFN-γ (Peprotech) and 10 ng/ml LPS (Invivogen)) phenotype or immune suppressive (20 ng/ml IL-4 (Peprotech) and 20 ng/ml IL-10 (Peprotech)) phenotype for 48 h. To generate in vitro-induced TAMs, unpolarized BMDMs were cultured for 48 h with tumor-conditioned media mixed with 10% FBS DMEM medium at a ratio of 1:1, and cells were cultured for 48 before further functional analysis. If stated, macrophages were treated with αMARCO antibody (10 μg/ml) for 10 h. Following this incubation, BMDMs were either evaluated for their gene and surfacer markers expression or further co-cultured with T cell. BMDMs were detached from cell culture plates by using PBS with 10 mM EDTA with 20 min ice bath. Peritoneal macrophages (PM) were extracted from the peritoneal cavity of 8–12 weeks mice. The cells were cultured for 4–6 h in DMEM (10% Cytiva HyClone FBS, 1% Gibco P/S) to allow all the macrophages in the cell suspension to attach to the bottom of the cell culture plate. All cells were cultured in a humidified environment at 37 °C and 5% CO_2_.

### Co-culture experiments

For co-culture experiments, murine T cells were isolated from spleens via negative selection (Mouse pan T cell isolation kit, Miltenyi) and cultured in RPMI supplemented with 10% FBS, 1% PenStrep and 0.1% β-mercaptoethanol followed with CFSE labeling (Invitrogen) and stimulated with CD3/CD28 dynabeads (ThermoFisher) activation. Murine BMDMs or TAMs sorted from the tumors were co-cultured with splenic T cells for 2 days at an effector to target (E:T) ratio of 1:8, and T cell proliferation and IFN-γ production were measured.

### Macrophage activation assay

To assess the contribution of TLR ligands for macrophage activation, BMDMs or PMs were stimulated with 1 μg/ml TLR3 agonist Poly I:C (Invivogen, #tlrl-pic), 1 μg/ml TLR7 agonist R848 (Invivogen, #trlr-r848) or 1 μM TLR9 agonist CPG ODN (Invivogen, #tlrl-2395) for 12 h after which they were analyzed by flow cytometry or for RNA extraction.

### Analyses of cell culture supernatant by ELISA

To assess the IFN-γ production by T cells, 96-wells flat-bottom ELISA plate was coated with 1 μg/ml IFN-γ capture antibody (AN18) at 4 °C overnight. After blocking with 1% BSA for 1 h, cell supernatants or standard substance were incubated at RT for 2 h or at 4 °C overnight. After washing, 2 μg/ml IFN-γ biotin-labeled detection antibody (R4-6A2-biotin) was added and incubated at RT for 1 h, followed by another one-hour incubation with streptavidin-HRP. Mouse PMs and tumor-conditional media were harvested as indicated. For quantification of IL-1β, mouse PMs were stimulated for 12 h with either 100 ng/ml LPS, 1 μg/ml R848, 1 μM CPG ODN or tumor-conditional media and ATP (5 mM) was added for the last 30 min for stimulation. To assess the contribution of TLR for inflammasome activation, mouse PMs were stimulated with either 1 μM TLR7 antagonist M5049 (Invivogen, #inh-m5049) or 1 μM TLR9 antagonist ODN INH-18 (Invivogen, #tlrl-inh18) for 6 h, followed by 6 h tumor-conditional media stimulation and ATP (5 mM) was added for the last 30 min for stimulation. Supernatants were collected and centrifuged to remove cellular debris. IL-1β (ELISA Flex: Mouse IL‑1β (HRP), Mabtech) was measured following manufacturer’s instructions. Absorbance was measured using a Microplate Spectrophotometer (BioTek).

### ATP-release assays

For ATP release assay, PMs were seeded in 24-well plates in serum-free medium and nonadherent cells were removed. The assay was performed at room temperature and cells were stimulated with either 10 μg/ml αMARCO antibody, 10 μg/ml isotype control, or 10 ng/ml LPS. Extracellular ATP release was measured with a luminometer using the ENLITEN ATP Assay System Kit (Promega). Luminescence was measured on a luminometer (TECAN Infinite).

### Caspase-1 FLICA analysis

Activated Caspase-1 was detected using the FAM-FLICA Caspase-1 Assay Kit (ImmunoChemistry Technologies) according to the manufacturer’s instructions. In brief, PMs were stimulated with tumor-conditioned media for 12 h and followed with ATP for the last 30 min as previously indicated. After ATP stimulation, immediately washed away the media and incubated the PMs with FLICA for 30 min at 37 °C in dark. Later PMs were washed and detached from cell culture plates by using PBS with 10 mM EDTA with 20 min ice bath. Cells were stained with LIVE/DEAD Fixable Aqua followed by fluorochrome-conjugated antibody cocktail for cell surface markers as previously described and detected by flow cytometry.

### Western blotting

To assess inflammasome activation, whole-cell lysates were prepared by lysing cells in RIPA buffer (Sigma-Aldrich) supplemented with protease and phosphatase inhibitors (Thermo Fisher Scientific) on ice for 30 min. The lysates were mixed with LDS sample buffer (Life Technologies) and incubated at 100 °C for 5 min. Samples were separated by sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) using Bolt 4–12% Bis-Tris Plus gels (Invitrogen) and transferred to PVDF membranes (Bio-Rad) using Bolt Transfer Buffer (Invitrogen). Membranes were blocked for 1 h at room temperature (RT) with 5% nonfat milk in Tris-buffered saline containing 0.05% Tween-20 (TBST). Following blocking, membranes were incubated overnight at 4 °C with primary antibodies diluted in TBS-BSA-Tween. The membranes were then washed, incubated with HRP-conjugated secondary antibodies for 1 h at RT, and washed again before analysis using a chemiluminescent substrate kit (Thermo Fisher Scientific). The following rabbit mAbs were used: anti-NLRP3 (D4D8T, 1:1000), anti-ASC (D2W8U, 1:1000), and anti-Pro-IL-1β (D6D6T, 1:1000) from Cell Signaling Technology (CST); anti-GSDMD (EPR20859, 1:1000) and anti-β-actin (mAbcam 8226, 1:5000) from Abcam. A secondary anti-rabbit HRP-linked antibody (#7074, 1:2000, CST) was used for detection. A full list of the antibodies used in the study and dilutions is provided in Supplementary Table 1.

### Quantitative real-time PCR

Total RNA was isolated from BMDMs or PMs using RNeasy Kit (QIAGEN) and quantified by Nanodrop (ThermoFisher). RNA was reverse transcribed with iScript cDNA synthesis kit (Bio-Rad). cDNA (300 ng) was mixed with 10 nM primers and iQ SYBR Green Supermix (Bio-Rad) and analyzed on CFX Touch Real-Time PCR Detection system (Bio-Rad). All primers used in this study are included in Supplementary Table 2. Data were analyzed with Bio-Rad software.

### TCGA melanoma and breast cancer data analysis

Gene expression data of melanoma in TCGA-SKCM (17 datasets, *n* = 481) and breast cancer in TCGA-BRCA (24 datasets, *n* = 1247) project were obtained from the official website of the project (http://cancergenome.nih.gov) and UCSC Xena datasets (https://xenabrowser.net/).

### Patient samples

Ten patient samples have been obtained as part of routine diagnosis. Histological evaluations of patient tumors were evaluated by pathologists for diagnostic purposes: tumor characteristics, including hormone receptors, HER2, and Ki67 expression, and were classified as Luminal A, Luminal B, HER2, and triple-negative breast cancer (TNBC). Samples from Luminal A, Luminal B, and HER2 were all from treatment-naïve patients. Samples from two TNBC patients received neoadjuvant chemotherapy, but both stopped halfway and underwent surgery. All patient samples were fully anonymized with only the treatment status disclosed and all recruited patients provided written informed consent. Human breast cancer samples were obtained by Dr. Johan Hartman from the Department of Clinical Pathology and Cancer Diagnostics at Karolinska University Hospital, Stockholm, Sweden. Experimental procedures and protocols of the study were previously approved by the regional ethics review board (Etikprövningsnämnden) in Stockholm.

### Single-cell RNA-sequencing data processing and analysis

Raw single-cell RNA-sequencing data were processed as previously described. All downstream analyses were performed in the R environment (v4.2.0) using Seurat (v4.4.0) and ggplot2 (v3.5.2). Initial cell quality control was conducted by filtering out low-quality cells with nFeature_RNA < 200, nCount_RNA < 200, and mitochondrial content (percent.mt) > 30%. Subsequently, to minimize technical noise and focus on biologically informative protein-coding transcripts for cell type identification, specifically identified non-coding and interfering genes were physically removed from the dataset based on the Mouse genome (mm10). To ensure robust signal-to-noise ratio, genes expressed in fewer than 0.5% of the total cell population or with a total count of less than 3 were excluded. The filtered data were normalized and variance-stabilized using SCTransform workflow. Dimensionality reduction was performed via Principal Component Analysis (PCA), and the first 30 principal components were used for two-dimensional Uniform Manifold Approximation and Projection (UMAP) visualization. Cluster-specific genes were identified using the FindAllMarkers function with option only.pos = TRUE and logfc.threshold = 0.5, setting a cut-off of adjusted *p*-value < 0.05. Cell types were manually annotated based on the expression of canonical marker genes and prior biological knowledge.

To characterize the polarization states of TAMs, polarization scores were calculated using single-cell unified polarization assessment (Scupa) based on the predefined macrophage states (Mac.a to Mac.e) according to the Immune Dictionary^16^ Pathway activities were inferred using PROGENy (v 1.20.0)^46^ Cell–cell communication analysis was performed using CellChat (v 1.6.1) to explore interactions among macrophages, monocytes, and major lymphoid cell populations. The custom code used for this analysis are available in the GitHub repository (see “Code Availability”).

### Quantification and statistical analysis

Data was analyzed by a two-side Mann–Whitney *U* test for two-group comparisons or an ordinary one-way ANOVA followed by Tukey’s post hoc test for multiple-group comparisons as appropriate. All statistical tests were performed using the GraphPad Prism 8 software. All quantitative data are presented as the mean ± SEM unless stated otherwise. The exact *p* values are presented in the figures to indicate statistical significance. Data are representative of at least two independent experiments.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

Single-cell and bulk RNA-seq data have been deposited at NCBI GEO data repository under accession number GSE303908 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE303908] and NCBI SRA data repository under accession number SRP604259 [https://www.ncbi.nlm.nih.gov/sra/?term=SRP604259]. Source data are provided with this paper. All data are included in the supplementary information or available from the authors, as are unique reagents used in this article. The raw numbers for charts and graphs are available in the Source Data file whenever possible. Source data are provided with this paper.

# Supplementary material for: Cancer immunotherapy targeting murine myeloid cells requires endosomal pattern recognition
**Source:** Nat Commun. 2026 Jul 27;17:7410. doi: 10.1038/s41467-026-75543-2
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### **Cancer immunotherapy targeting MARCO on myeloid cells requires endosomal pattern recognition in mice.**

Yueyun Pan<sup>1</sup>, Shengduo Pei<sup>1</sup>, Heng Liang<sup>1</sup>, Kajsa Westberg<sup>1</sup>, Lars Nitschke<sup>2</sup>, Xinsong Chen<sup>3</sup>, Yinda Yu<sup>4</sup>, Ning He<sup>4</sup>, Qirong Lin<sup>5</sup>, Li Lei<sup>5</sup>, Anton Gisterå<sup>4</sup>, Johan Hartman<sup>3</sup>, Jeffrey V. Ravetch<sup>6</sup>, Tak W. Mak<sup>7</sup>, Tracy L. McGaha<sup>7</sup> and Mikael C.I. Karlsson<sup>1\*</sup>

**a**, Representative plot (left) and graph (right) showing the percentage of MARCO<sup>+</sup> cells out of total PMs. n=4 mice per group **b**, Immunofluorescence images of spleen. Scale bar, 100µm. **c**, Immunofluorescence images of B16-F10 tumor. Scale bars, 100µm (left) and 30µm (middle and right). **d**, Immunofluorescence images of B16-F10 tumor from WT mice. Scale bars, 100µm (top-left) and 30µm. **e**, Representative graphs showing the expression of CD32b (FcγRIIB) in peritoneum (left), macrophages and dendritic cells (DC) in EO771 tumor (right). n=4 (peritoneum and *Unc93b1*<sup>3d/3d</sup> tumor) and 5(WT tumor). **f**, Representative graphs

showing tumor volume of the B16-F10 (left) and EO771 (right) tumor. For B16-F10 tumors: WT Control n=7, WT  $\alpha$ MARCO n=8, *Unc93b1*<sup>3d/3d</sup> Ctrl n=8, *Unc93b1*<sup>3d/3d</sup>  $\alpha$ MARCO n=6; for EO771 tumors: WT Ctrl n=9, WT  $\alpha$ MARCO n=10, *Unc93b1*<sup>3d/3d</sup> Ctrl n=7, *Unc93b1*<sup>3d/3d</sup>  $\alpha$ MARCO n=6. **g**, Dot plots showing NK cells (left) and CD8<sup>+</sup> T cells (right) in B16-F10. **h**, Dot plots showing NK cells (left) and CD8<sup>+</sup> T cells (right) in EO771 tumors. **i**, Representative graphs showing absolute number per gram of immune cell infiltration in B16-F10 tumors. n=5 mice per group. **j**, Representative graphs showing absolute number per gram of immune cell infiltration in EO771 tumors. n=5 mice per group. Representative graph shows one representative experiment out of two independent repeats (**a-e,g-j**). Dots represent biological replicates (**a,e,f,i,j**). Bar plots show mean  $\pm$  s.e.m. P values were calculated by Mann-Whitney U test.

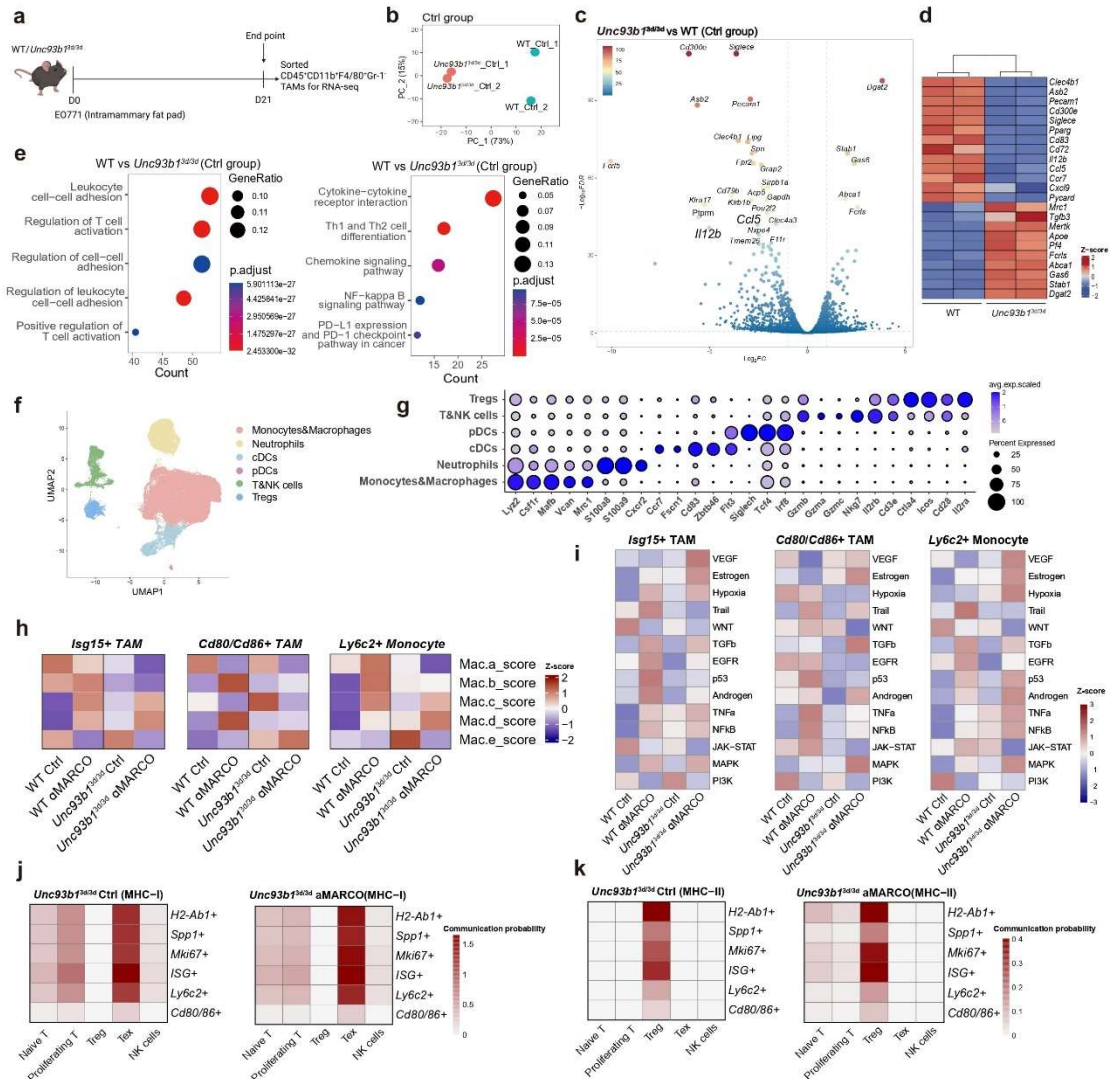

## Supplementary Fig. 2 Transcriptomic profiling reveals the essential role of endosomal TLR signaling in anti-MARCO-driven macrophage repolarization

**a**, Schematic of the experimental design for bulk RNA-seq in the control group. Figure created in BioRender. Liang, H. (2026) <https://BioRender.com/kniq4cq>. **b**, PCA of the global transcriptomic profiles of TAMs isolated from WT and *Unc93b1<sup>3d/3d</sup>* tumor-bearing mice in the control group. n=2 samples per group, each sample pooled from three mice's TAMs. **c**, Volcano plot showing DEGs comparing *Unc93b1<sup>3d/3d</sup>* and WT TAMs under control conditions. Selected top 30 significantly altered genes are highlighted. **d**, Heatmap showing the indicated DEGs from bulk RNA-seq analysis of TAMs isolated from WT versus *Unc93b1<sup>3d/3d</sup>* mice in EO771 tumors. 

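All 29 genes that could be read in the volcano plot were called in the comparison of the deposited counts, 24 of them higher in WT control and 5 higher in *Unc93b1* 3d/3d control TAMs. Of the 23 genes in the heatmap, 22 were called, 12 higher in WT and 10 higher in *Unc93b1* 3d/3d, and *Cxcl9* was not. Of the 40 different genes in both panels, 39 were called whether *P* was adjusted over all tested genes or over these genes alone, and since the genes are the paper's own calls on these samples the smaller adjustment shows no stability. *Cd300e* (ENSMUSG00000048498, chromosome 11) had 558 and 616 CPM in the WT replicates and 10.1 and 7.57 CPM in the *Unc93b1* 3d/3d replicates, a log2 fold change of 6.05 (adjusted *P* = 1.08e-07 from edgeR). *Dgat2* (ENSMUSG00000030747, chromosome 7) had 8.66 ± 2.28 CPM (SD, n = 2) in WT and 122 ± 5.72 CPM (SD, n = 2) in *Unc93b1* 3d/3d TAMs, a log2 fold change of −3.83 (adjusted *P* = 4.08e-06 from edgeR). *Stab1* (ENSMUSG00000042286, chromosome 14) had 337 ± 24.7 CPM (SD, n = 2) in WT and 1387 ± 40.8 CPM (SD, n = 2) in *Unc93b1* 3d/3d TAMs, a log2 fold change of −2.06 (adjusted *P* = 7e-06 from edgeR). *Gapdh*, with a log2 fold change of 2.06, has many pseudogenes, and members of the *Clec4*, *Klr*, *Sirpb* and *Fcrl* families resemble each other, so the assignment of their reads is uncertain. In the model of all 8 libraries *Gapdh* was not called, and neither were *Mrc1*, *Mertk*, *Apoe*, *Pf4*, *Cd72* and *Tgfb3* from the heatmap. Among all called genes whose groups did not overlap, the largest fold changes in favor of WT were those of *Negr1*, *Fcrl5*, *Cxcl13*, 4930570G19Rik and an unannotated transcript that the tables place next to *Fcrl5*. *Negr1* (ENSMUSG00000040037, chromosome 3) had 266 and 230 counts in WT and 0 in both *Unc93b1* 3d/3d control libraries, at least 75.3-fold higher. *Fcrl5* (ENSMUSG00000048031, chromosome 3) had 3501 and 4191 counts in WT and 2 and 5 counts in *Unc93b1* 3d/3d control libraries, a log2 fold change of 9.99 (adjusted *P* = 1.08e-07 from edgeR). 4930570G19Rik lies next to *Negr1*, and as the strandedness is unknown the counts of both neighbors are uncertain. The unannotated transcript was at least 17.3-fold higher, *Cxcl13* at least 12.8-fold and 4930570G19Rik at least 10.9-fold. In favor of *Unc93b1* 3d/3d, Gm47601, Gm12577, Gm38236, Gm47602 and another unannotated transcript had the largest fold changes from low counts. They were higher by at least 10.8-fold, at least 6.1-fold, at least 4.4-fold, at least 8.3-fold and at least 7-fold, in this order, and DESeq2 did not call Gm12577 and Gm38236.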

Colors indicate Z-score normalized expression values. **e**, Functional enrichment analysis of genes upregulated in WT compared to *Unc93b1<sup>3d/3d</sup>* TAMs in the control group. Dot plots display key Gene Ontology Biological Processes (GO-BP, left) and KEGG pathways (middle). **f**, UMAP visualization of the sorted CD45<sup>+</sup> immune cell populations from the scRNA-seq dataset of WT and *Unc93b1<sup>3d/3d</sup>* EO771 tumor-bearing mice. Colors represent distinct cell subpopulations based on marker gene expression. **g**, Dot plot showing the expression profiles of selected marker genes across the annotated CD45<sup>+</sup> immune cell clusters. Dot size represents the percentage of cells expressing the respective gene, and

color represents the scaled average expression level within each cluster. **h**, Heatmaps showing Scupa-derived normalized polarization scores (Z-scores) of five predefined macrophage states (Mac.a to Mac.e) across the *Isg15*<sup>+</sup> TAM, *Cd80/Cd86*<sup>+</sup> TAM, and *Ly6c2*<sup>+</sup> monocyte subclusters from WT and *Unc93bl*<sup>3d/3d</sup> tumor-bearing mice under control or  $\alpha$ MARCO treatment. **i**, Heatmap showing the normalized pathway activity scores (Z-scores) across the *Isg15*<sup>+</sup> TAM, *Cd80/Cd86*<sup>+</sup> TAM, and *Ly6c2*<sup>+</sup> monocyte subclusters from WT and *Unc93bl*<sup>3d/3d</sup> tumor-bearing mice under control or  $\alpha$ MARCO treatment. Pathway activities for each group were inferred using PROGENy. **j**, Heatmaps showing the communication probability of MHC-I interactions inferred by CellChat from the six monocyte/macrophage subclusters (senders) to major lymphoid cell populations (receivers). The panels compare *Unc93bl*<sup>3d/3d</sup> tumor-bearing mice treated with control (left) or  $\alpha$ MARCO (right). Color intensity represents the communication probability score. **k**, Heatmaps showing the communication probability of MHC-II interactions inferred by CellChat from the six monocyte/macrophage subclusters (senders) to major lymphoid cell populations (receivers). Color intensity represents the communication probability score.

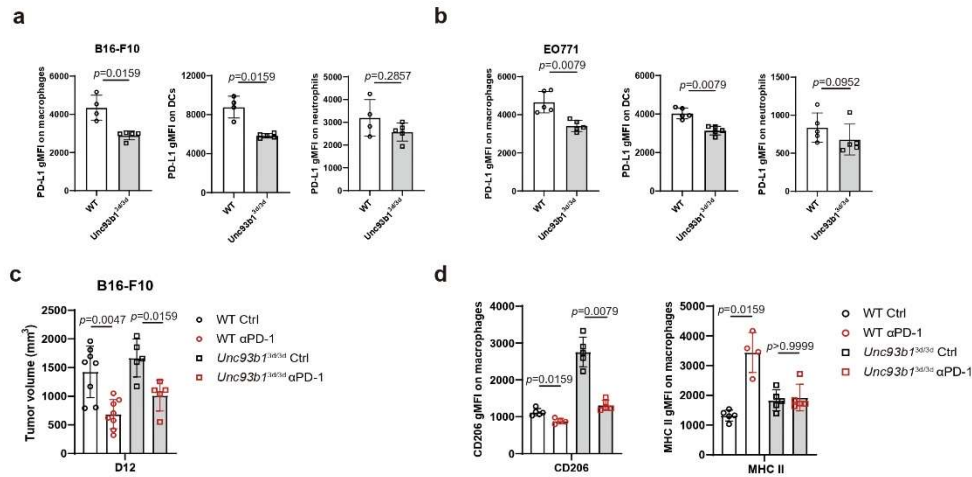

### Supplementary Fig. 3 αPD-1 treatment operates independently of endosomal TLR signaling

**a**, Representative graphs showing gMFI of the expression of PD-L1 on macrophages, DCs and neutrophils in B16-F10 tumors at baseline level. WT group n=4, *Unc93b1*<sup>3d/3d</sup> group n=5. **b**, Representative graphs showing gMFI of the expression of PD-L1 on macrophages, DCs and neutrophils in EO771 tumors at baseline level. WT group n=5, *Unc93b1*<sup>3d/3d</sup> group n=5. **c**, Tumor volume of the B16-F10 tumors from WT and *Unc93b1*<sup>3d/3d</sup> mice treated with control or αPD-1 at day 12. WT Ctrl n=8, WT αPD-1 n=8, *Unc93b1*<sup>3d/3d</sup> Ctrl n=5, *Unc93b1*<sup>3d/3d</sup> αPD-1 n=5. **d**, Representative graphs showing gMFI of the expression of CD206 and MHCII on TAMs from WT and *Unc93b1*<sup>3d/3d</sup> mice in EO771 tumors treated with control or αPD-1 at day 21. WT Ctrl n=5, WT αPD-1 n=4, *Unc93b1*<sup>3d/3d</sup> Ctrl n=5, *Unc93b1*<sup>3d/3d</sup> αPD-1 n=5. n is the number of mice from one (**a,b,d**) and two (**c**) independent experiments. Representative graph shows one representative experiment out of two independent repeats (**a-d**). Dots represent biological replicates (**a-d**). Bar plots show mean ± s.e.m. P values were calculated by Mann-Whitney U test.

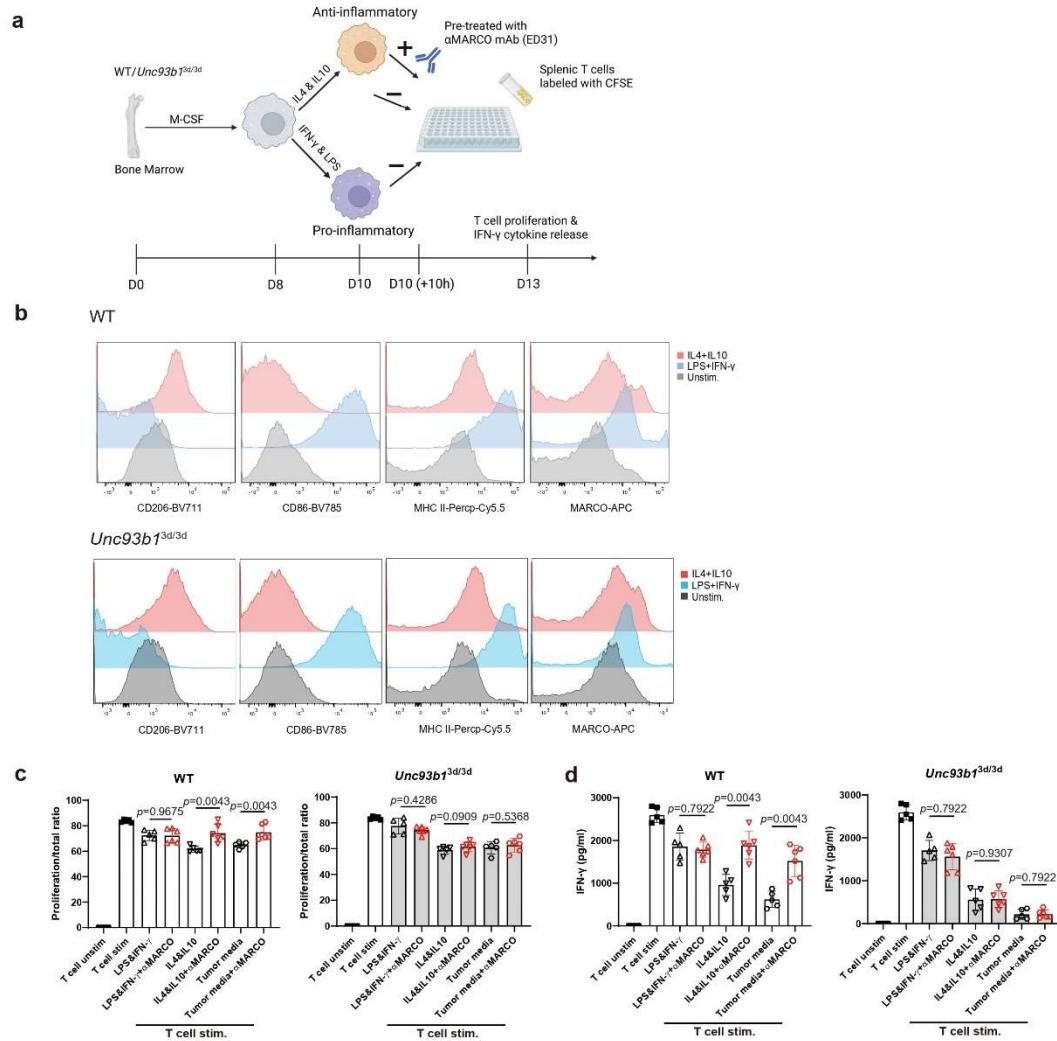

**Supplementary Fig. 4 A similar reversal of suppression by  $\alpha$ MARCO antibodies was observed in tumor-conditioned media-stimulated macrophages *in vitro***

**a**, Schematic of *in vitro* coculturing system of bone marrow derived macrophages (BMDMs) with T cells. Figure created in BioRender. Liang, H. (2026) <https://BioRender.com/f9oz7x1>.

**b**, Representative histograms of surface marker of CD206, CD86, MHC II and MARCO expression on unstimulated, LPS&IFN- $\gamma$ , or IL4&IL10-stimulated BMDMs from WT and *Unc93b1*<sup>3d/3d</sup> mice. **c**, BMDMs from WT (left) and *Unc93b1*<sup>3d/3d</sup> (right) mice were stimulated with indicated cytokines or tumor-conditioned media, treated with control or  $\alpha$ MARCO antibody, and cocultured with CFSE labeled naive T cells in the presence of CD3/CD28 activator beads for 48h. Representative graphs showing the ratio of proliferating T cells out of total T cells, as assessed by flow cytometry. **d**, Representative graphs showing IFN- $\gamma$  levels detected in the supernatant from WT (left) or *Unc93b1*<sup>3d/3d</sup> (right) BMDMs-T cells coculturing system. T cell unstim n=5, T cell stim n=5; for both WT and *Unc93b1*<sup>3d/3d</sup> BMDMs, LPS&IFN- $\gamma$  + T cell stim n=5; LPS&IFN- $\gamma$  +  $\alpha$ MARCO + T cell stim n=6; IL4&IL10 + T cell stim n=5; IL4&IL10 BMDM +  $\alpha$ MARCO + T cell stim n=6; Tumor media + T cell stim n=5; Tumor media +  $\alpha$ MARCO + T cell stim n=6. Representative graph shows one representative experiment out of two independent repeats (**b,c**). Barplots show mean  $\pm$  s.e.m. P values were calculated by Mann-Whitney U test.

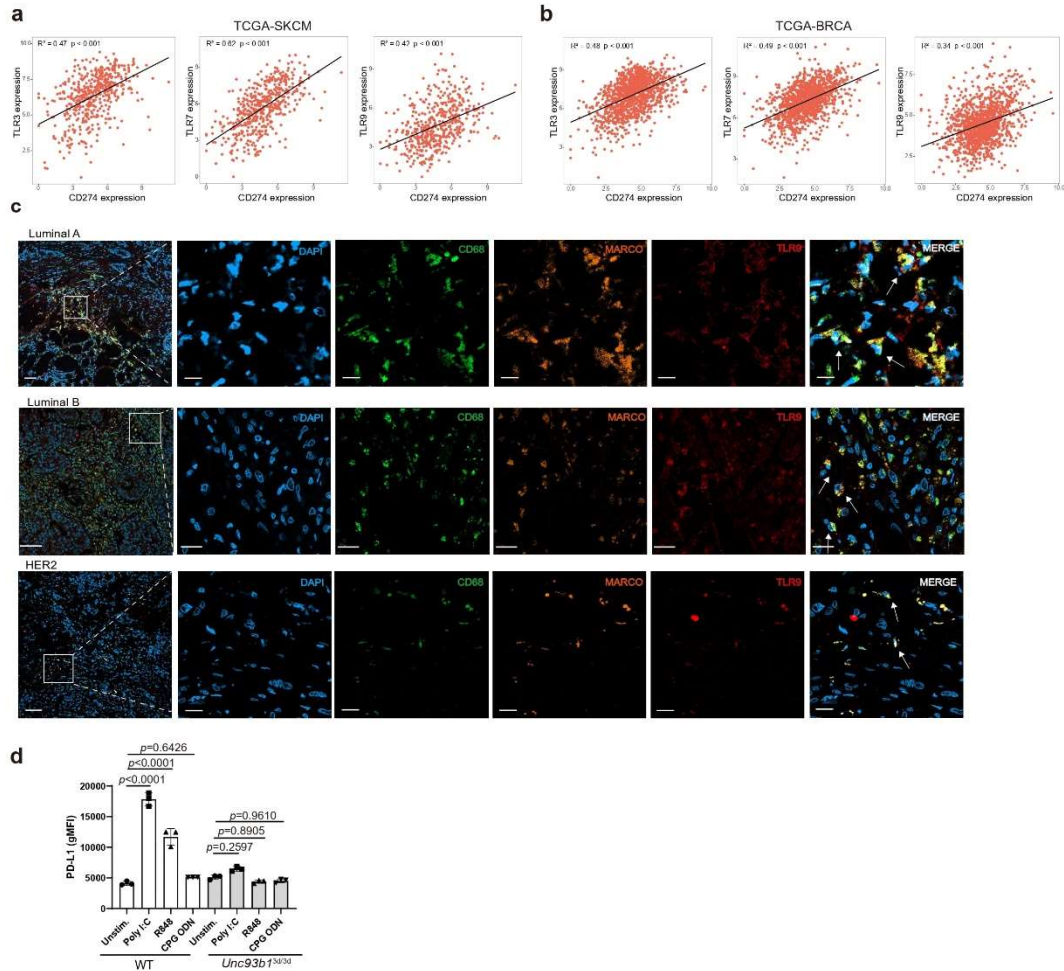

**Supplementary Fig. 5 The correlation of MARCO/PD-L1 and endosomal TLRs in humancancer**

**a**, The FPKM expression of *CD274* was plotted against *TLR3*, *TLR7* and *TLR9* in a subset of patients with melanoma included in the TCGA database. Correlation is shown in a xy-plot with a linear regression. P values were calculated by two-tailed Pearson's correlation test. **b**, The FPKM expression of *CD274* was plotted against *TLR3*, *TLR7* and *TLR9* in a subset of patients with breast cancer included in the TCGA database. P values were calculated by two-tailed Pearson's correlation test. **c**, Immunofluorescence analysis of breast cancer from a cohort of  $n=7$  patients. Representative immunofluorescence images of patients with Luminal A, Luminal B, Her2 subtypes are shown, respectively. Scale bars, 100 $\mu$ m (far-left) and 20 $\mu$ m. **d**, BMDMs from WT and *Unc93b1*<sup>3d/3d</sup> mice were stimulated with Poly I:C (TLR3 agonist) (1 $\mu$ g/ml), R848 (TLR7 agonist) (1 $\mu$ g/ml) or CPG ODN (TLR9 agonist) (1 $\mu$ M). Representative graphs showing the gMFI of the expression of PD-L1 from BMDMs under the indicated components stimulation.  $n=3$  mice per group from one experiment. Data are summarized from two independent experiments (**d**). Bar plots show mean  $\pm$  s.e.m. P values were calculated by ordinary one-way ANOVA followed by Tukey's post hoc test.

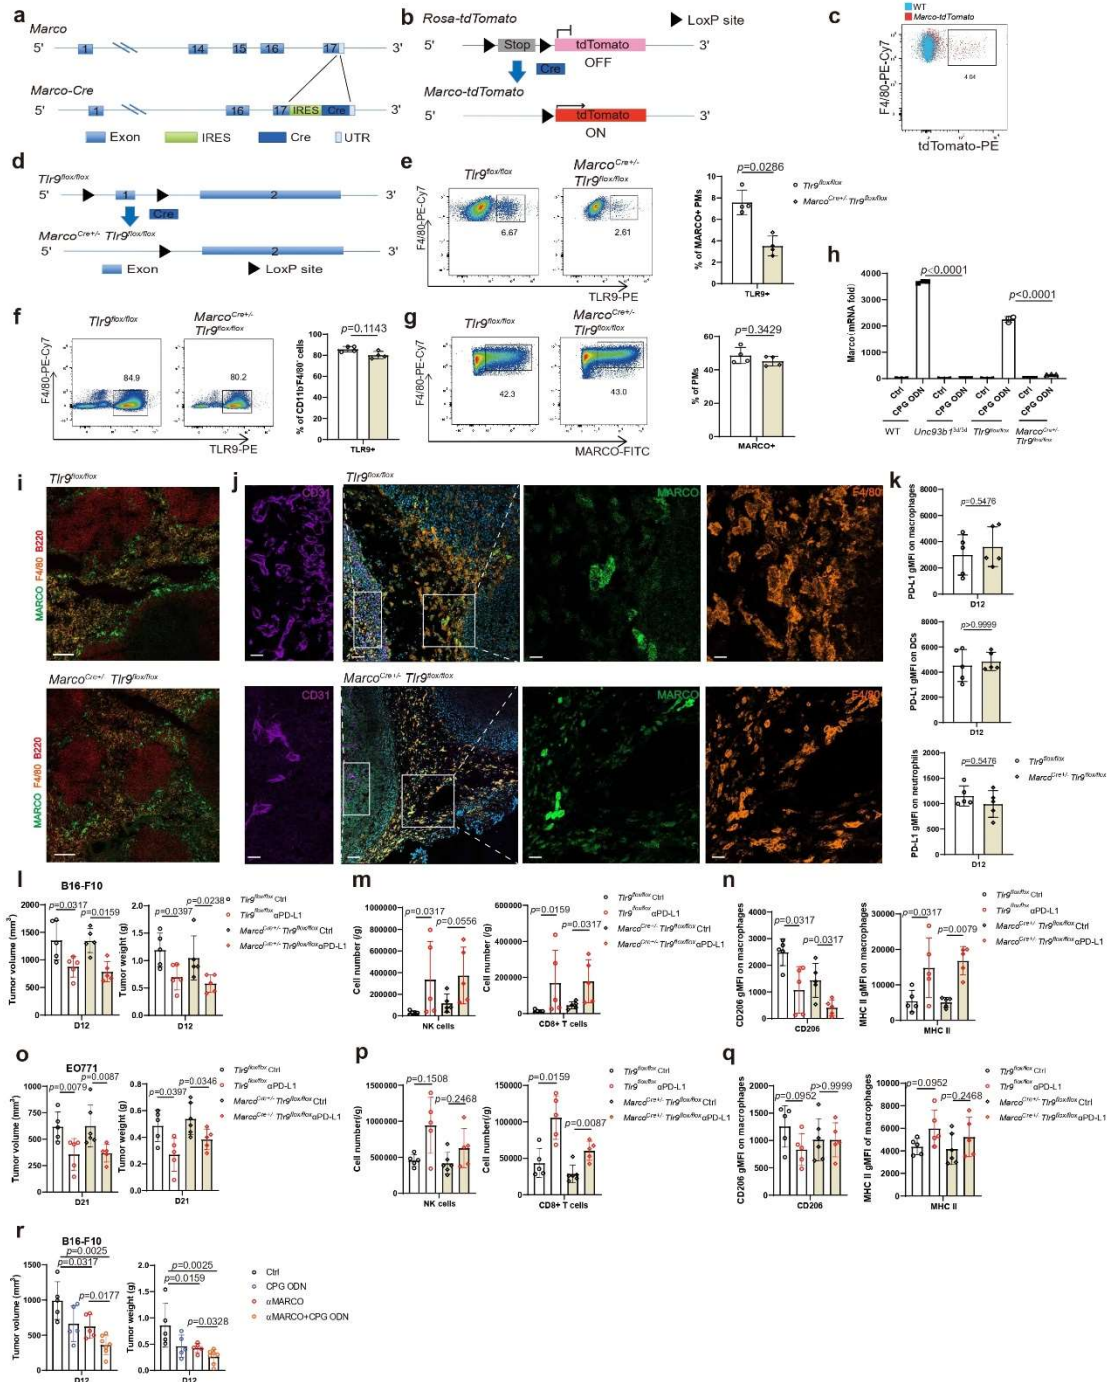

**Supplementary Fig. 6 Generation and characterization of *Marco<sup>Cre+/-</sup> Tlr9<sup>lox/lox</sup>* mice**

**a**, Schematic of the strategy for the creation of *Marco-Cre* mice. **b**, Schematic of the strategy for the creation of *Marco-tdTomato* mice. **c**, Flow cytometry dot plot showing the percentage of tdTomato<sup>+</sup> TAMs from *Marco-tdTomato* mice in B16-F10 tumor model at day 12. **d**, Schematic of the strategy for the creation of *Marco<sup>Cre+/-</sup> Tlr9<sup>lox/lox</sup>* mice. **e**, Dot plots (left) and graph (right) showing the percentage of TLR9<sup>+</sup> cells out of total MARCO<sup>+</sup> PMs. n=4 mice. **f**, Dot plots (left) and graph (right) showing the percentage of TLR9<sup>+</sup> cells out of total CD11b<sup>+</sup> F4/80<sup>+</sup> non-macrophage cells in peritoneum. n=4 mice. **g**, Dot plots (left) and graph (right) showing the percentage of MARCO<sup>+</sup> cells out of total PMs. n=4 mice. **h**, Relative gene expression of *Marco* on BMDMs stimulated with or without CPG ODN (TLR9 agonist)

(1 $\mu$ M) for 12h. n=3 mice. **i**, Immunofluorescence images of spleens. Scale bar, 100 $\mu$ m. **j**, Immunofluorescence images of B16-F10 tumor. Scale bars, 100 $\mu$ m (middle-left) and 30 $\mu$ m. **k**, The expression of PD-L1 on macrophages, DCs and neutrophils in B16-F10 tumors at baseline level. n=5 mice per group. **l**, Representative graph showing the volume (left) and weight (right) of B16-F10 tumors treated with control or  $\alpha$ PD-L1 antibody at day 12. **m**, Absolute number per gram of NK and CD8<sup>+</sup>T cells as described in **l**. **n**, Expression of CD206 and MHC II on TAMs as described in **l**. n=5 mice. **o**, Representative graph showing the tumor volume (left) and weight (right) of EO771 tumors treated with control or  $\alpha$ PD-L1 antibody at day 21. **p**, Absolute number per gram of NK and CD8<sup>+</sup>T cells as described in **o**. **q**, The expression of CD206 and MHC II on TAMs as described in **o**. n=5 and 6 (*Marco*<sup>Cre+/-</sup> *Tlr9*<sup>flox/flox</sup> Ctrl) mice per group. **r**, Volume (left) and tumor weight (right) of B16-F10 tumor-bearing WT mice treated with CpG ODN (20 $\mu$ g),  $\alpha$ MARCO (100 $\mu$ g), or a combination of  $\alpha$ MARCO and CpG ODN at day 12. n=5 and 7 (combo therapy) mice per group. Bar plots show mean  $\pm$  s.e.m. P values were calculated by ordinary one-way ANOVA followed by Tukey's post hoc test (**h**) and Mann-Whitney U test (**e-g,k-r**).

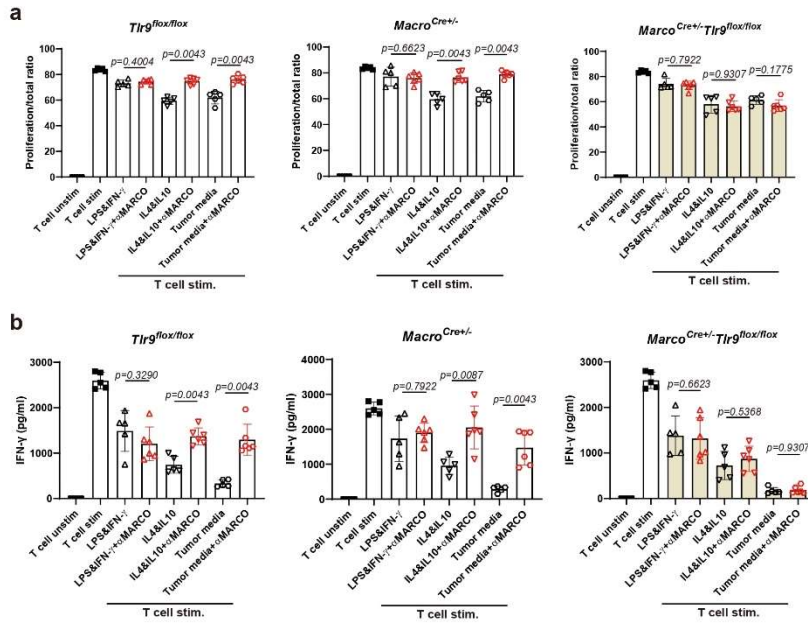

**Supplementary Fig. 7 anti-MARCO restores macrophage-mediated T cell activation via the TLR9 signaling pathway**

**a**, BMDMs from *Tlr9<sup>flx/flx</sup>* (left), *Marco<sup>Cre+/-</sup>* (middle) and *Marco<sup>Cre+/-</sup> Tlr9<sup>flx/flx</sup>* (right) mice were stimulated with indicated cytokines or tumor-conditioned media, treated with control or αMARCO antibody, and cocultured with CFSE labeled naive T cells in the presence of CD3/CD28 activator beads for 48h. Representative graphs showing the ratio of proliferating T cells out of total T cells, as assessed by flow cytometry. **b**, Representative graphs showing IFN-γ levels detected in the supernatant from *Tlr9<sup>flx/flx</sup>* (left), *Marco<sup>Cre+/-</sup>* (middle) and *Marco<sup>Cre+/-</sup> Tlr9<sup>flx/flx</sup>* (right) BMDMs-T cells coculturing system. T cell unstim n=5, T cell stim n=5; for all the *Tlr9<sup>flx/flx</sup>*, *Marco<sup>Cre+/-</sup>* and *Marco<sup>Cre+/-</sup> Tlr9<sup>flx/flx</sup>* BMDMs, LPS&IFN-γ + T cell stim n =5; LPS&IFN-γ + αMARCO + T cell stim n =6; IL4&IL10 + T cell stim n=5; IL4&IL10 BMDM + αMARCO + T cell stim n=6; Tumor media + T cell stim n=5; Tumor media + αMARCO + T cell stim n=6. Representative graph shows one representative experiment out of two independent repeats. Barplots show mean ± s.e.m. P values were calculated by Mann-Whitney U test.

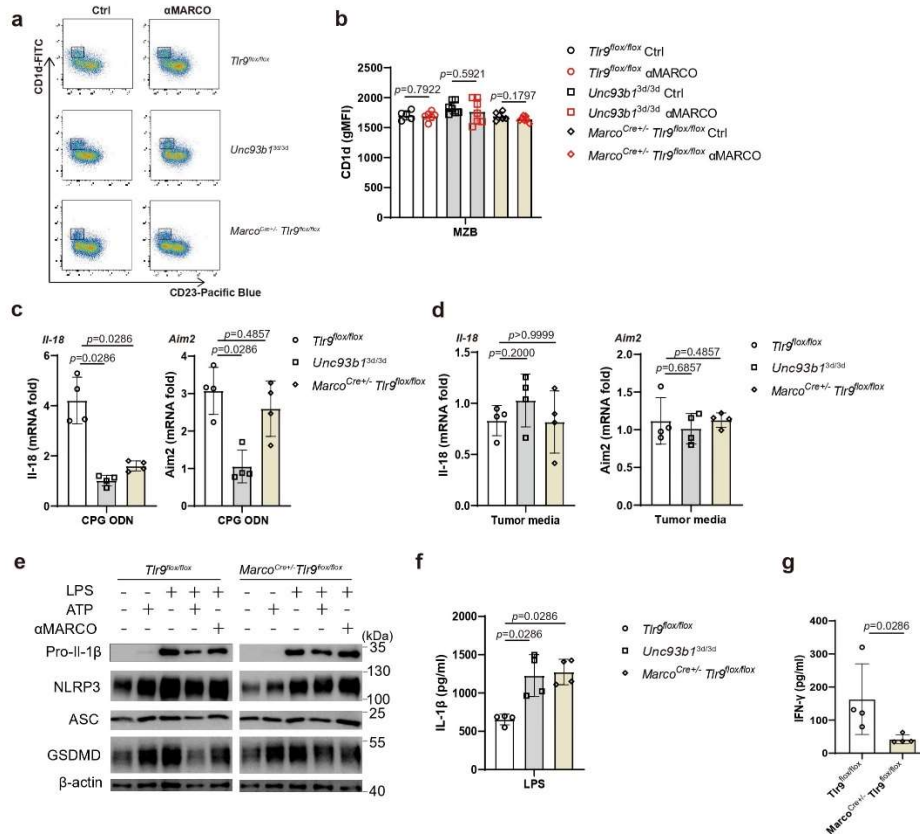

**Supplementary Fig. 8 NLRP3 inflammasome activation is specific to the TLR9-ATP axis within MARCO-expressing cells**

**a**, Spleens were harvested from *Tlr9<sup>flx/flx</sup>*, *Unc93b1<sup>3d/3d</sup>* and *Marco<sup>Cre+/-</sup> Tlr9<sup>flx/flx</sup>* mice that were injected (i.v.) with control or αMARCO (50μg/mouse) for 24h. Representative dot plots showing the gating of CD1d<sup>+</sup> marginal zone B (MZB). **b**, Representative graph showing gMFI of the expression of CD1d on MZB. *Tlr9<sup>flx/flx</sup>* Ctrl n=5, *Tlr9<sup>flx/flx</sup>* αMARCO n=6, *Unc93b1<sup>3d/3d</sup>* Ctrl n=7, *Unc93b1<sup>3d/3d</sup>* αMARCO n=7, *Marco<sup>Cre+/-</sup> Tlr9<sup>flx/flx</sup>* Ctrl n=6, *Marco<sup>Cre+/-</sup> Tlr9<sup>flx/flx</sup>* αMARCO n=6. **c**, Relative expression of *Il-18* and *Aim2* on PMs from *Tlr9<sup>flx/flx</sup>*, *Unc93b1<sup>3d/3d</sup>* and *Marco<sup>Cre+/-</sup> Tlr9<sup>flx/flx</sup>* mice stimulated with CPG ODN (TLR9 agonist) (1μM) for 12h. n=4 mice per group. **d**, Relative expression of *Il-18* and *Aim2* on PMs from *Tlr9<sup>flx/flx</sup>*, *Unc93b1<sup>3d/3d</sup>* and *Marco<sup>Cre+/-</sup> Tlr9<sup>flx/flx</sup>* mice stimulated with tumor media for 12h. n=4 mice per group. **e**, Western blot (WB) analysis of inflammasome-related proteins in PMs isolated from *Tlr9<sup>flx/flx</sup>* and *Marco<sup>Cre+/-</sup> Tlr9<sup>flx/flx</sup>* mice. Cells were stimulated with LPS (100ng/ml) for 12h following with ATP (5mM) or αMARCO (10μg/ml) for 30min. Representative blots show protein levels of Pro-IL-1β, NLRP3, ASC, and GSDMD. Numbers on the right indicate molecular weights in kDa. **f**, IL-1β levels detected in the supernatant of PMs from *Tlr9<sup>flx/flx</sup>*, *Unc93b1<sup>3d/3d</sup>* and *Marco<sup>Cre+/-</sup> Tlr9<sup>flx/flx</sup>* mice stimulated with LPS (100ng/ml) for 12h following with ATP (5mM) for 30min. n=4 mice per group. **g**, IFN-γ levels detected in the supernatant of B16-F10 tumor-conditioned media from *Tlr9<sup>flx/flx</sup>* and *Marco<sup>Cre+/-</sup> Tlr9<sup>flx/flx</sup>* mice after 24 hours cultured. n=4 mice per group. Representative graph shows one representative experiment out of two independent repeats (**a-g**). Dots represent biological replicates (**b-d,f,g**). Bar plots show mean ± s.e.m. P values were calculated by Mann-Whitney U test.

**Supplementary Table 1** Antibodies used in the study

|            | Target    | Conjugate    | Vendor                    | Catalog#   | Dilution | App. |
|------------|-----------|--------------|---------------------------|------------|----------|------|
| Anti-mouse | CD1d      | FITC         | BioLegend                 | 123508     | 1:200    | FC   |
|            | CD3ε      | BV711        |                           | 100349     | 1:500    |      |
|            | CD8a      | FITC         |                           | 100706     | 1:400    |      |
|            | CD11b     | Pacific blue |                           | 101224     | 1:200    |      |
|            | CD11b     | APC          |                           | 101212     | 1:200    |      |
|            | CD11c     | APC-Cy7      |                           | 117324     | 1:300    |      |
|            | CD19      | APC          |                           | 152410     | 1:400    |      |
|            | CD21/CD35 | PE           |                           | 123410     | 1:200    |      |
|            | CD23      | Pacific blue |                           | 101616     | 1:300    |      |
|            | CD24      | PerCP-Cy5.5  |                           | 101824     | 1:200    |      |
|            | CD45      | BV785        |                           | 103149     | 1:400    |      |
|            | CD86      | BV785        |                           | 105043     | 1:300    |      |
|            | CD103     | BV421        |                           | 121422     | 1:200    |      |
|            | CD206     | BV650        |                           | 141723     | 1:400    |      |
|            | CD206     | BV711        |                           | 141727     | 1:400    |      |
|            | CD274     | APC          |                           | 124312     | 1:400    |      |
|            | F4/80     | PE/Cy7       |                           | 123114     | 1:400    |      |
|            | MHCII     | PerCP-Cy5.5  |                           | 107626     | 1:200    |      |
|            | Ly6C      | BV605        |                           | 128035     | 1:500    |      |
|            | Ly6G      | PE           |                           | 127608     | 1:500    |      |
|            | TLR9      | PE           |                           | 159103     | 1:100    |      |
|            | Viability | Zombia Aqua  |                           | 423102     | 1:1000   |      |
|            | CD4       | PE           | BD Biosciences            | 553048     | 1:400    | IF   |
|            | CD19      | APC-H7       |                           | 560143     | 1:400    |      |
|            | B220      | BV711        |                           | 563892     | 1:500    |      |
|            | MHCII     | BV711        |                           | 563414     | 1:200    |      |
|            | NK1.1     | PerCP-Cy5.5  | eBioscience               | 551114     | 1:200    |      |
|            | CD32b     | PE           |                           | 3196365    | 1:300    |      |
|            | F4/80     | eFluor 570   | Invitrogen                | 41-4801-80 | 1:100    | IF   |
|            | CD31      | AF647        | BioLegend                 | 102516     | 1:100    |      |
|            | B220      | AF647        | BD Biosciences            | 557683     | 1:100    |      |
| Anti-human | TLR9      | unconjugated | Abcam                     | ab134368   | 1:100    | IF   |
| Anti-human | CD68      | AF488        | Santa Cruz Biotechnology  | K2106      | 1:100    |      |
|            | secondary | AF647        | Invitrogen                | A21236     | 1:1000   |      |
| Anti-mouse | NLRP3     | N/A          | Cell Signaling Technology | 15101      | 1:1000   | WB   |
|            | ASC       | N/A          |                           | 67824      | 1:1000   |      |
|            | Pro-IL-1β | N/A          |                           | 31202      | 1:1000   |      |

|             |                |     |                           |          |        |  |
|-------------|----------------|-----|---------------------------|----------|--------|--|
|             | GSDMD          | N/A | Abcam                     | ab219800 | 1:1000 |  |
|             | $\beta$ -actin | HRP |                           | ab20272  | 1:5000 |  |
| Anti-rabbit | secondary      | HRP | Cell Signaling Technology | 7074     | 1:2000 |  |

**Supplementary Table 2** DNA oligonucleotide sequences used in the study

| Target gene   | Primer labels | Sequences                |
|---------------|---------------|--------------------------|
| mMARCO        | Forward       | GGCACCCCAAGGGAGACAAA     |
|               | Reverse       | TCCCTTCATGCCATGTC        |
| mMrc1         | Forward       | CTCTGTTCACTATTGGACGC     |
|               | Reverse       | TGGCACTCCCAAACATAATTTGA  |
| mArg1         | Forward       | CCACAGTCTGGCAGTTGGAAG    |
|               | Reverse       | GGTTGTCAGGGGAGTGTTGATG   |
| mNos2         | Forward       | CGAAACGCTTCACTTCCAA      |
|               | Reverse       | TGAGCCTATATTGCTGTGGCT    |
| mH2-Ab1       | Forward       | TTTGCTTTCTGAAGGGGGCA     |
|               | Reverse       | TCGCCCATGAACTGGTACAC     |
| mCd86         | Forward       | TCAATGGGACTGCATATCTGCC   |
|               | Reverse       | GCCAAAATACTACCAGCTCACT   |
| mIl-1 $\beta$ | Forward       | TGGAAAAGCGGTTTGTCT       |
|               | Reverse       | ATAAATAGGTAAGTGGTTGCC    |
| mNlrp3        | Forward       | TGCTCTTCACTGCTATCAAGCCCT |
|               | Reverse       | ACAAGCCTTTGCTCCAGACCCTAT |
| mIl-18        | Forward       | TGGTTCCATGCTTTCTGGACTCCT |
|               | Reverse       | TTCCTGGGCCAAGAGGAAGTGATT |
| mIfn $\beta$  | Forward       | GACGGAGAAGATGCAGAAGAGTT  |
|               | Reverse       | AGTTCATCCAGGAGACGTACAAC  |
| mAim2         | Forward       | AGGCTGCTACAGAAGTCTGTCC   |
|               | Reverse       | TCAGCACCGTGACAACAAGTGG   |

# Supplementary material for: Cancer immunotherapy targeting murine myeloid cells requires endosomal pattern recognition
**Source:** Nat Commun. 2026 Jul 27;17:7410. doi: 10.1038/s41467-026-75543-2
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | <p>Microscopy images for immunofluorescence were acquired on Zeiss LSM980-Airy confocal microscope with the ZEN software.</p> <p>Flow cytometry data were collected with on BD LSR Fortessa X-20 analyzer or BD FACS Aria Fusion sorter with BD FACSDIVA software.</p> <p>Sequencing was performed on the Illumina NovaSeq 6000 sequencer and DNBSEQ-G400 sequencer.</p> <p>C1000 Touch Thermal Cycler equipped with a CFX96 Real-Time System (Bio-Rad) was used for qRT-PCR with CFX Maestro software.</p> |
| Data analysis   | <p>Microscopy images were analyzed with ImageJ (v1.52h).</p> <p>Flow cytometry data was analyzed with the FlowJo software (v10.8.1).</p> <p>RNA-seq data sets were analyzed using the DESeq2 R package (v1.40.2) and Seurat (v4.4.0) in the R software (v4.2.0).</p> <p>Statistical analysis was performed using GraphPad Prism software (v8.0.2).</p>                                                                                                                                                      |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Publicly available datasets: The Cancer Genome Atlas (TCGA)- SKCM project and BRCA project (Web links: <http://cancergenome.nih.gov> and <https://xenabrowser.net/>)

Single-cell and bulk RNA-seq data have been deposited at NCBI GEO data repository under accession number GSE303908 and NCBI SRA data repository under accession number SRP604259

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|--------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | A total of ten female patients with four different breast cancer subtypes were recruited for this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Reporting on race, ethnicity, or other socially relevant groupings | Race, ethnicity or other socially relevant information have not been collected.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Population characteristics                                         | Histological evaluations of patient tumors were evaluated by pathologists for diagnostic purposes: tumor characteristics, including hormone receptors, HER2, and Ki67 expression, and were classified as Luminal A, Luminal B, HER2, and triple-negative breast cancer (TNBC). Samples from Luminal A, Luminal B, and HER2 were all from treatment-naïve patients. Samples from two TNBC patients received neoadjuvant chemotherapy, but both stopped halfway and underwent surgery. All patient samples were anonymized with only the treatment status disclosed. |
| Recruitment                                                        | Patient samples have been obtained as part of routine diagnosis. All procedures were in accordance with the national guidelines of the Department of Clinical Pathology and Cancer Diagnostics at Karolinska University Hospital (Stockholm).                                                                                                                                                                                                                                                                                                                      |
| Ethics oversight                                                   | Experimental procedures and protocols of the study were previously approved by the regional ethics review board (Etikprövningsnämnden) in Stockholm. All patients signed a written informed consent and did not receive compensation.                                                                                                                                                                                                                                                                                                                              |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No formal statistical methods were used to predetermine sample sizes, but they were chosen based on prior experience and previous publications for the same type of experiments from our lab (Eisinger et al. PNAS 2020). The exact sample sizes (n) are given in the Figure legends. A minimum of 3 mice per group was used in each independent experiment, and all experiments were highly reproducible. |
| Data exclusions | Animals were excluded from experiments if they died, or had to be killed to comply to ethical regulations.                                                                                                                                                                                                                                                                                                 |
| Replication     | Representative plots and graphs summarize results of at least two to three independent experiments.                                                                                                                                                                                                                                                                                                        |
| Randomization   | Animals were matched for age and sex to minimize potential confounding variables and randomly allocated to experimental groups.                                                                                                                                                                                                                                                                            |
| Blinding        | The researchers were not blinded to allocation during experiments and outcome assessments as analyses were performed using predefined, objective criteria.                                                                                                                                                                                                                                                 |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>Antibodies are described in this order: target, catalog number, clone name, and dilution to ensure precise identification of the reagent used.</p> <p>Antibodies for immunofluorescence (IF) staining:<br/> Rat anti-mouse MARCO produced by ED31 hybridoma and conjugated to AF488 (Invitrogen, A20181, 2563692), Rat anti-mouse F4/80 Antibody eFluor 570 (Invitrogen, Cat#41-4801-80, BM8, 1:100, RRID: AB_2573611), Rat anti-mouse CD31 Antibody AF647 (BioLegend, Cat#102516, MEC13.3, 1:100, RRID: AB_2161029), Rat anti-mouse B220 Antibody AF647 (BD Biosciences, Cat#557683, RA3-6B2, 1:100, RRID: AB_396793), Mouse anti-human TLR9 (Abcam, Cat#ab134368, 26C593.2, 1:100), Goat anti-mouse IgG (H+L) AF647 Antibody (Invitrogen, Cat#A21236, Polyclonal, 1:1000), Mouse anti-human MARCO produced by 71H01 hybridoma and conjugated to AF555 (Life Technologies, A20187, 2057467), anti-human CD68 AF488 (Santa Cruz Biotechnology, Cat# K2106, KP1, 1:100).</p> <p>Antibodies for flow cytometry:<br/> anti-mouse CD1d Antibody FITC (BioLegend, Cat#123508, 1B1, 1:200, RRID: AB_1236549), anti-mouse CD3ε Antibody BV711 (BioLegend, Cat#100349, 145-2C11, 1:500, RRID: AB_2565841), anti-mouse CD4 Antibody PE (BD Biosciences, Cat#553048, RM4-5, 1:400, RRID: AB_394585), anti-mouse CD8a Antibody FITC (BioLegend, Cat#100706, 53-6.7, 1:400, RRID: AB_312745), anti-mouse CD11b Antibody Pacific blue (BioLegend, Cat#101224, M1/70, 1:200, RRID: AB_755986), anti-mouse CD11b Antibody APC (BioLegend, Cat#101212, M1/70, 1:200, RRID: AB_312795), anti-mouse CD11c Antibody APC-Cy7 (BioLegend, Cat#117324, N418, 1:300, RRID: AB_830649), anti-mouse CD19 Antibody APC (BioLegend, Cat#152410, 1D3, 1:400, RRID: AB_2629839), anti-mouse CD19 Antibody APC-H7 (BD Biosciences, Cat#560143, 1D3, 1:400, RRID: AB_1645234), anti-mouse CD21/CD35(CR2/CR1) Antibody PE (BioLegend, Cat#123410, 7E9, 1:200, RRID: AB_940413), anti-mouse CD23 Antibody Pacific blue (BioLegend, Cat#101616, B3B4, 1:300, RRID: AB_2103306), anti-mouse CD24 Antibody PerCP-Cy5.5 (BioLegend, Cat#101824, M1/69, 1:200, RRID: AB_1595491), anti-mouse CD32b Antibody PE(eBioscience, lot#3196365, AT130-2, 1:300) anti-mouse CD45 Antibody BV785 (BioLegend, Cat#103149, 30-F11, 1:400, RRID: AB_2564590), anti-mouse CD86 Antibody BV785 (BioLegend, Cat#105043, GL-1, 1:300, RRID: AB_2566722), anti-mouse CD103 Antibody BV421 (BioLegend, Cat#121422, 2E7, 1:200, RRID: AB_2562901), anti-mouse CD206 Antibody BV650 (BioLegend, Cat#141723, C068C2, 1:400, RRID: AB_2562445), anti-mouse CD206 Antibody BV711 (BioLegend, Cat#141727, C068C2, 1:400, RRID: AB_2565822), anti-mouse CD274(PD-L1) Antibody APC (BioLegend, Cat#124312, 10F.9G2, 1:400, RRID: AB_10612741), anti-mouse B220 Antibody BV711 (BD Biosciences, Cat#563892, RA3-6B2, 1:500, RRID: AB_2738470), anti-mouse F4/80 Antibody PE/Cy7 (BioLegend, Cat#123114, BM8, 1:400, RRID: AB_893478), anti-mouse MHCII Antibody PerCP-Cy5.5 (BioLegend, Cat#107626, M5/114.15.2, 1:200, RRID: AB_2191071), anti-mouse MHCII Antibody BV711 (BD Biosciences, Cat#563414, M5/114.15.2, 1:200, RRID: AB_2738191), anti-mouse Ly6C Antibody BV605 (BioLegend, Cat#128035, HK1.4, 1:500, RRID: AB_2562352), anti-mouse Ly6G Antibody PE (BioLegend, Cat#127608, 1A8, 1:500, RRID: AB_1186099), anti-mouse TLR9 Antibody PE (BioLegend, Cat#159103, S18025A, 1:100, RRID: AB_2876552), anti-mouse NK1.1 Antibody PerCP-Cy5.5 (BD Biosciences, Cat#551114, PK136, 1:200, RRID: AB_394052), anti-mouse MARCO produced by ED31 hybridoma and conjugated to AF488 (Life Technologies, A20181, 2563692), anti-mouse MARCO produced by ED31 hybridoma and conjugated to AF647 (Life Technologies, A20186, 1831225).</p> <p>For in vivo experiments:<br/> Rat IgG1 anti-mouse MARCO Antibody (Mabtech, ED31, 100µg/mouse); InVivoMAb rat IgG1 isotype control (Bio X Cell, Cat#BE0290, TNP6A7); InVivoMAb anti-mouse PD-1 (CD279) (Bio X Cell, Cat#BE0146, RMP1-14, 180µg/mouse); InVivoMAb anti-mouse PD-L1 (B7-H1) (Bio X Cell, Cat#BE0101, 10F.9G2, 75µg/mouse); CPG ODN (Invivogen, #tlrl-2395, 20µg/mouse)</p> |
| Validation      | <p>All primary antibodies were purchased from well-established commercial suppliers recognized for quality and reproducibility. Antibodies were titrated and tested prior to use in each experimental setup. For IF staining, specificity of antibodies was assessed with negative controls. For flow cytometry experiments, isotype controls and fluorescence minus one (FMO) controls were done to evaluate antibody specificity. For the anti-mouse MARCO antibody, we also assessed specificity using a MARCO knock-out mouse.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                     |                                                                                                                                        |
|---------------------|----------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s) | The B16-F10 cell line and EO771 cell line were purchased from the American Type Culture Collection (ATCC).                             |
| Authentication      | Cell lines were authenticated by morphological criteria only. Cells used for experiments were cultured for no more than five passages. |

Mycoplasma contamination

All cell lines tested negative for mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines were used.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

8-12 week-old male mice and 8-14 week-old female mice were used in this study.  
C57BL/6J (BL/6J) mice were purchased from Charles River Laboratories.  
Tlr9flox/flox (C57BL/6J-Tlr9em1Ldm/J) mice (Strain #:034448, RRID:IMSR\_JAX:034448) were purchased from Jackson Laboratory.  
Rosa-tdTomato reporter mice (B6.Cg-Gt(ROSA)26Sortm14(CAG-tdTomato)Hze/J) (Strain #:007914, RRID:IMSR\_JAX:007914) were obtained from Jackson Laboratory.  
Unc93b13d/3d (Tabeta et al. 2006), MARCO-Cre (Lamorte et al. 2025) were used in this study.

Wild animals

No wild animals were used for this study.

Reporting on sex

Only female mice were used in experiments performed with the murine breast cancer (EO771) mouse model since tumor normally don't develop in male mice. Only male mice were used in experiments performed with the murine melanoma (B16-F10) cancer model.

Field-collected samples

This study did not involve field-collected samples.

Ethics oversight

All animal experimental procedure were approved by the Stockholm's Animal Experimental Ethical Committee (Dnr 4240-2021).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

Seed stocks

*Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.*

Novel plant genotypes

*Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.*

Authentication

*Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.*

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Tumors were isolated, cut into pieces and enzymatically dissociated using 100µg/ml DNase (Roche), 150µg/ml Liberase TL (Roche) for 30 min at 37°C water baths. After digestion, cells were passed through 100µm filter strainer and washed thoroughly to obtain a single-cell suspension. For positive selection by magnetic cell isolation, cells were labeled with mouse CD45 MicroBeads (Miltenyi Biotec, Cat#130-052-301) followed with the kit protocol. Purified CD45-positive cells were resuspended and ready for further staining.

Spleen was dissected out, mashed through a 70 µm strainer, and followed by lysis of RBC (Gibco) before staining.

Non-specific labeling was blocked with anti-CD16/32 (FC Block, BD Biosciences, Cat#553142, 2.4G2, 1:500, RRID: AB\_394656) together with viability assessment using LIVE/DEAD Fixable Aqua (Invitrogen, REF:L34957) for 15 min at room temperature (RT) before specific labeling. Subsequently cells were stained with fluorescently labelled antibodies for 30 min at 4°C.

Instrument

Flow cytometry data collection have been done on BD LSR Fortessa X-20 analyzer or BD FACS Aria Fusion sorter.

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|---------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Software                  | Flow cytometry data was collected with BD FACS DIVA software.<br>Flow cytometry data analyzed with the FlowJo software (v10.8.1)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Cell population abundance | For CD45+ CD11b+ F4/80+ Gr-1- TAMs sorting, we performed a test-sort. The purity of the test-sort fraction had to exceed >90% for us to continue sorting. For murine splenic T cells isolation via negative selection (Mouse pan T cell isolation kit, Miltenyi, Cat#130-095-130), we performed a test-selection and the isolation T cells had a final cell purity exceeded 95%.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Gating strategy           | <p>Our gating strategy to define murine immune cells by flow cytometry started by excluding doublets, where the forward scatter height (FSC-H) to forward scatter area (FSC-A) was compared. Next, to exclude dead cells, we used a viability dye (LIVE/DEAD Fixable Aqua) and only considered the live cells. Within these cells CD45 identifies immune cells.</p> <p>We defined the following immune cell subpopulations in the CD45 gate from tumor samples, as listed below:<br/>For lymphoid cells gating, we gated NK1.1 positive NK cells, CD3e positive T cells and CD19 positive B cells. The T cells were further subdivided in CD4 Positive and CD8a positive subsets.</p> <p>For myeloid cells gating, we first gated out CD11b and Ly6G double positive neutrophils, and CD11b and Ly6C double positive monocytes. Next, we gated the rest cells by using CD11b and F4/80 double positive macrophages, and CD11c and MHC II double positive, F4/80 negative dendritic cells. Macrophages subsets were further analyzed for activation/polarization markers CD206, MHC II and PD-L1.</p> <p>We defined the following immune cells subpopulation from spleen samples as following way: we first gated CD19 and B220 double positive B cells, then compared CD23 to CD1d, or, CD23 to CD21 as marginal zone B cells.</p> <p>We defined the in vitro purification macrophages like BMDMs and PMs by directly gating the CD11b and F4/80 double positive cells as macrophages. The macrophages were further gated for MARCO or TLR9 expression, or for checking activation markers like CD206, MHC II and CD86.</p> <p>Please refer to Extended Data Figure 9.</p> |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

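The bulk RNA-seq covered 8 libraries of TAMs sorted as live CD45+CD11b+F4/80+Gr-1- cells from EO771 tumors at day 21, with 2 libraries in each of 4 groups: WT control, *Unc93b1* 3d/3d control, WT αMARCO and *Unc93b1* 3d/3d αMARCO. Treated mice received 100 µg of αMARCO per dose. The sample labels call the control groups untreated or PBS, while the paper's methods name an isotype control antibody. Which injection the control mice received is therefore not settled. The paper's legend states that each control sample was pooled from 3 mice. The paper reports the control groups only, and the αMARCO libraries are used here in the closing observations. The scRNA-seq data were not used here.

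Poly-A mRNA was sequenced on an Illumina NovaSeq instrument, and the authors cleaned the reads with fastp, aligned them with Hisat2 2.0.5 and counted them per gene with FeatureCounts 1.5.0. The authors deposited 3 tables, each comparing 2 groups of 2 libraries. The authors' raw counts per gene carry no normalization, and each table lists only genes with at least 2 counts over its 4 libraries. The deposited normalized signal is the authors' count divided by a DESeq2 size factor set within each table, along with the mean of each group. The deposited FPKM values are the authors' counts scaled to gene length and library total, where the methods name TPM. The deposited log2 fold changes are the authors' DESeq2 estimates. The deposited p-value and adjusted p-value are the authors' DESeq2 results with Benjamini-Hochberg adjustment. The paper names DESeq2 1.40.2 with Benjamini-Hochberg adjustment and clusterProfiler 4.10.1 with a correction for gene length bias. Only the raw counts were used for tests here, and the authors' own results only where named as theirs. The WT control and *Unc93b1* 3d/3d control libraries stand in different tables, so the tables were joined by gene identifier into 26939 genes. In a check of the 95230 counts present in more than 1 table, 0 differed. A gene missing from a table was given 0 counts, and where such a gene could be checked in a shared library it had at most 1 count. The tables hold 23 gene names that a spreadsheet had turned into dates, so identifiers were used for joining.

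The library totals were 19021112 and 18205049 in WT control, 15182618 and 18992070 in *Unc93b1* 3d/3d control, 20368886 and 26411936 in WT αMARCO, and 21527212 and 16202328 in *Unc93b1* 3d/3d αMARCO. The detection floor of 3 counts corresponds to 0.114 to 0.198 CPM, and covers counting error only. Fold changes against a group at or under the floor are given as lower bounds.

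Differential expression was tested in R 4.3.3 with edgeR 4.0.16, using TMM normalization, filterByExpr, robust dispersion estimation and the quasi-likelihood test, separately for the 4 libraries of each comparison, with Benjamini-Hochberg adjustment. For the difference between the αMARCO effects in the 2 genotypes, all 8 libraries were fitted in a model of 4 groups. Genes were called at an adjusted *P* of at most 0.05 and an absolute log2 fold change of at least 0.5, the paper's threshold. CPM values use TMM factors over all 8 libraries, while fold changes come from the model of each comparison. Fold changes with a library left out used a prior count of 0.125 and carry no test. Sets of genes were tested with a two-sided Fisher's exact test and with camera in limma 3.58.1. Camera used its preset correlation between genes, so its *P* values describe the lists and not a number of mice. No GO or KEGG database was used here, and the lists of T cell activation, PD-L1 pathway and 16 sets of marker genes were written by hand before the data were examined. PCA used log2 CPM with a prior count of 2.

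The genes named are those the paper names for the bulk RNA-seq in its text and in Supplementary Fig. 2c–d, the genes of its mechanism, and, for each comparison, the 5 called genes with the largest log2 fold change in each direction whose groups did not overlap. *Fcgr2b* and *Ifnb1* belong to the mechanism genes and were not called in control TAMs, with log2 fold changes of −0.39 and −2.52. *Marco* had between 1 and 17 counts per library and was not tested.

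The alternatives set before the data were examined were DESeq2 1.42.0 in place of edgeR, DESeq2's size factors in place of TMM, no filter beyond 1 count, a filter of 10 counts in every library, all 8 libraries in 1 model, a block for the replicate number, other fold change thresholds, other inputs to the PCA, lists without lymphoid markers, and each library left out in turn. A correction for gene length and GC content per library, fitted with smooth terms in mgcv 1.9.3, its combination with the replicate block, the alternatives for named genes in the αMARCO comparisons, and the lists without the genes that the paper names were chosen after seeing the data. GC content was known for 97.9% of the tested genes. The pairing of replicate numbers between groups is not described in the paper's text.

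Counts were simulated independently for each gene from its mean level and dispersion in the observed libraries. Apart from the bias named below, shifts shared by many genes of a library were not simulated. The procedure was tested on these counts, in which 200 genes were given a log2 fold change of 2. It recovered 181 of the 200 genes with 23 false calls for the control comparison, 191 with 30 false calls for αMARCO in WT, 142 with 14 false calls for αMARCO in *Unc93b1* 3d/3d, and 141 with 6 false calls for the genotypes under αMARCO. A gene length bias was then added to a single library of each comparison, for αMARCO in *Unc93b1* 3d/3d to replicate 1. With this bias, the procedure recovered 93, 71, 8 and 0 genes in the same order. After correction it recovered 178, 190, 146 and 155.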

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

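All results in this part concern αMARCO-treated TAMs, which the paper's bulk RNA-seq does not report, and they came up because a signal appeared in these libraries or because the 2 genotypes moved apart. The tests of the T cell markers against the WT control libraries, of *Ccl5* between the genotypes under αMARCO, and of the selection of genes moving in opposite directions were chosen only after the result was seen. The comparison of αMARCO with control in WT and the comparison of the control genotypes share the 2 WT control libraries, so a peculiarity of these libraries appears in both. It is also not settled whether the control mice received an isotype antibody, PBS or no injection.

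With αMARCO, 3236 of 15630 genes were called in WT TAMs, 1393 higher and 1843 lower. In *Unc93b1* 3d/3d TAMs 0 of 15428 genes were called, with 744 at an unadjusted *P* of at most 0.05. Some marker lists did shift there. Resident-like macrophage genes had a median log2 fold change of −0.69, with 2 of 16 higher (adjusted *P* = 1.33e-05, limma's camera). Cell cycle genes had a median of −0.65, with 0 of 12 higher (adjusted *P* = 6.38e-06, limma's camera). In WT TAMs the medians were −0.02 for the resident-like list and −0.75 for the cell cycle list. The resident-like list was already higher in *Unc93b1* 3d/3d than in WT control TAMs (median −1.19, WT over *Unc93b1* 3d/3d). Under αMARCO it did not differ between the genotypes (median −0.12, adjusted *P* = 0.737, limma's camera). High levels in the *Unc93b1* 3d/3d control libraries alone would give the same fall. Other lists, such as nonclassical monocyte markers with −0.09, did not pass in *Unc93b1* 3d/3d TAMs. The test of the difference between the αMARCO effects called 0 of 16620 genes, with 2549 at an unadjusted *P* of at most 0.05, so the responses are not shown to differ. The count in *Unc93b1* 3d/3d was 60 with DESeq2 and 5 with a block for the replicate number, where the residuals of same-numbered libraries correlated at 0.134. Over the alternatives, the number of genes whose αMARCO effects differed ranged from 0 to 211. The authors' own deposited results call 2597 genes in WT and 54 in *Unc93b1* 3d/3d. A larger spread between the *Unc93b1* 3d/3d αMARCO libraries is a candidate explanation: of the genes called in WT, 75.3% moved the same way in *Unc93b1* 3d/3d αMARCO replicate 1, but 41% did so in replicate 2. The median shift in the WT direction was 0.23 in replicate 1 and −0.20 in replicate 2, against a median absolute change of 0.86 in WT, so replicate 1 followed WT with a smaller shift. These genes were chosen for their change in WT, which by itself favors a smaller change elsewhere. The biological coefficient of variation was 0.288 in the *Unc93b1* 3d/3d comparison and 0.105 in the WT comparison. With a correction for gene length and GC content, 1 gene was called in *Unc93b1* 3d/3d and 2958 in WT, so this bias does not account for the gap. On simulated changes of a log2 fold change of 2, the procedure recovered 71% of genes in the *Unc93b1* 3d/3d comparison. With a bias added to the simulated data it recovered 8 of 200 genes, and 146 after correction. Large shifts of many genes could therefore have been seen where no such bias acted or where it was corrected. This holds only as far as genes vary independently between libraries, as they did in the simulated data. The spread between the 2 *Unc93b1* 3d/3d αMARCO libraries may explain part of the gap, and how much a weaker response adds to it cannot be told from these libraries.

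T cell markers fell in WT TAMs after αMARCO, with a median log2 fold change of −3.01 and 0 of 16 genes higher (adjusted *P* = 2.74e-10, limma's camera). They also fell in *Unc93b1* 3d/3d TAMs, with a median of −1.38 and 1 of 12 genes higher (adjusted *P* = 2.94e-06, limma's camera), and the difference between the genotypes was not tested for the list. In 15 of the 16 T cell markers both WT control libraries lay above all 6 other libraries. This count largely follows from the higher level in WT than in *Unc93b1* 3d/3d control TAMs and from the fall in WT, so it adds little. High T cell RNA in the WT control samples may account for part of the drop in WT. The excess in WT is not confined to the control samples, since under αMARCO the T cell markers were also higher in WT than in *Unc93b1* 3d/3d TAMs, with a median of 1.23 and 10 of 13 genes higher (adjusted *P* = 0.000317, limma's camera without a replicate block). An effect of αMARCO in WT cannot be told apart from high T cell RNA in the WT control samples, and no cause was tested for the fall in *Unc93b1* 3d/3d TAMs.

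Markers of migratory or mature dendritic cells fell in WT TAMs after αMARCO, with a median log2 fold change of −2.60 and 1 of 11 genes higher (adjusted *P* = 0.00016, limma's camera). *Il12b* had a log2 fold change of −3.40 (adjusted *P* = 1.93e-05 from edgeR), from 26.1 and 23.2 CPM in the WT control libraries to 2.24 and 2.39 CPM. *Ccl5* had a log2 fold change of −1.50 (adjusted *P* = 1.93e-05 from edgeR) and was lower in both treated libraries. In *Unc93b1* 3d/3d TAMs, *Il12b* changed by −0.31 (adjusted *P* = 0.924) and *Ccl5* by −0.22 (adjusted *P* = 0.879), and with the replicate block by −0.43 and −0.21. The difference between the genotypes was −3.14 for *Il12b* (adjusted *P* = 0.281 from edgeR, and from 0.000474 with DESeq2 to 0.319 over the alternatives) and −1.28 for *Ccl5* (adjusted *P* = 0.318 from edgeR). After the correction for gene length and GC content, *Il12b* still had −3.33 in WT, so a trend with length or GC content over all genes does not account for the drop. Over 10 mature dendritic cell genes outside the marker list, 9 fell in WT and the median was −2.33, which is in line with more RNA of mature dendritic cells in the WT control samples. NK cell markers fell in WT as well, with a median of −2.37 and 0 of 10 genes higher (adjusted *P* = 0.00016, limma's camera). RNA of these cells may account for part of the drop of *Il12b* and *Ccl5*, and how much was not determined. Under αMARCO, where the mature dendritic cell list did not differ between the genotypes (median −0.01), *Ccl5* was higher in both WT libraries, at 42.6 and 45.4 CPM against 14.8 and 21.8 CPM, but its log2 fold change of 1.27 was called with DESeq2 and not with edgeR (adjusted *P* = 0.417 from edgeR, from 0.0114 with DESeq2 to 0.414 over the alternatives, and 1.30 with the replicate block, where same-numbered libraries correlated at 0.151).

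Nonclassical monocyte markers were higher in WT than in *Unc93b1* 3d/3d TAMs under αMARCO as well, with a median log2 fold change of 1.36 and 12 of 14 genes higher (adjusted *P* = 2.06e-06, limma's camera). This comparison called 0 single genes, with 1076 at an unadjusted *P* of at most 0.05, and 97 with a replicate block, where the residuals of same-numbered libraries correlated at 0.151. With the correction for gene length and GC content the median was 1.39, so a trend with length or GC content over all genes does not account for it. The same list was higher in WT control TAMs, which come from other samples. A genotype effect on these genes, or a different share of nonclassical monocytes among the sorted cells, may underlie the difference, and the 2 were not told apart.

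Among 55 tested genes that the paper names for the bulk RNA-seq or that belong to its mechanism, 16 moved in opposite directions after αMARCO in the 2 genotypes with no overlap of the groups, against 3.1 expected by chance, while 6 moved in the same direction. The difference of log2 fold changes, WT minus *Unc93b1* 3d/3d, was 1.14 for *Mertk*, 2.42 for *Abca1*, 0.79 for *Cd274*, 1.48 for *Gas6* and 2.23 for *Stab1*. It was −1.76 for *Asb2*, −1.66 for *Siglece*, −1.54 for *F11r*, −2.18 for *Cd79b*, −1.19 for *Clec4a3*, −1.17 for *Nxpe4*, −1.34 for *Fpr2*, −2.66 for *Gapdh*, −1.41 for *H2-Ab1*, −1.57 for *Klrb1b* and −1.40 for *Sirpb1a*. None passed in edgeR, where the adjusted *P* ranged from 0.281 to 0.318, and 11 passed with DESeq2. After the correction for gene length and GC content, 0 of the 16 differences shrank to under 50% of their size. Most of these genes were picked because they differ between the control libraries, which both αMARCO comparisons also use, and 93.8% of the 16 genes, or 15, moved toward each other. Of all 2025 genes called between the controls, 470 moved in opposite directions, 99.1% of them toward each other, and 310 in the same direction. Of the other 14595 genes, 1277 moved in opposite directions and 2213 in the same. The choice of genes may therefore produce this pattern for the 15 genes, and it cannot be told apart from a difference in the response to αMARCO. *Cd274* was the exception. It moved away, by 0.23 in WT and −0.56 in *Unc93b1* 3d/3d TAMs, and was not called between the controls. Neither change was called (adjusted *P* = 0.142 and 0.823 from edgeR). The choice of genes does not cover *Cd274*, but its difference passed neither in edgeR (adjusted *P* = 0.318) nor in DESeq2 (adjusted *P* = 0.0861). A different response of *Cd274* is therefore not shown.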

How the results depend on the processing

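The number of genes called between the control genotypes was 2025 and lay between 1753 and 2929 under 8 of the 10 alternatives. It was 364 with all 8 libraries in 1 model and 951 with a log2 fold change of at least 1. Of the 364 genes, 359 were among the 2025, and 249 were higher in WT. With DESeq2, 1729 of the 1810 called genes were among the 2025. For αMARCO in WT, the 3236 calls became 164 with all 8 libraries, 1366 with a log2 fold change of at least 1, and 5487 with no fold change threshold. The other 7 alternatives gave 2671 to 3664. For αMARCO in *Unc93b1* 3d/3d, the 0 calls became 60 with DESeq2, 174 with no filter, 1 with all 8 libraries, 5 with the replicate block, 1 with the length and GC correction and 5 with both. Between the genotypes under αMARCO, the 0 calls became 214 with DESeq2, 107 with no filter, 108 with all 8 libraries, 97 with the block, 3 with the correction and 183 with both. For the difference of αMARCO effects, the 0 calls became 211 with DESeq2, 152 with no filter and 1 with the correction. In each case the cause was not tested. For same-numbered libraries the residuals correlated at 0.016 in the control comparison and −0.019 for αMARCO in WT, and the replicate block gave 2395 and 3086 calls there. The correction for gene length and GC content was chosen after seeing the data.

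The share of the first principal component, 67.6%, became 79.5% with the 500 most variable genes, 88.9% with DESeq2's transformation, 65.6% with a prior count of 0.5 and 56.7% with scaled genes, and the cause was not tested. Both list enrichments kept their direction and their side of the threshold in all 7 alternatives each. The PD-L1 list holds no tested gene that the paper names for these samples, so leaving such genes out did not change it.

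With each library left out in turn, the median log2 fold change of the marker lists between control genotypes ranged from 2.38 to 3.31 for T cells, 1.21 to 3.20 for NK cells, 0.64 to 1.61 for B cells, 1.48 to 2.57 for mature dendritic cells, 0.57 to 0.83 for cDC1, −0.11 to 0.97 for plasmacytoid dendritic cells, 0.87 to 1.62 for nonclassical monocytes, −0.55 to 0.69 for classical monocytes, 0.01 to 1.28 for neutrophils, −0.92 to −0.12 for fibroblasts, 0.17 to 0.51 for endothelial cells, −0.39 to 0.04 for interferon response, 0.12 to 0.33 for cell cycle and −0.14 to 0.08 for hypoxia. With at least 10 counts in every library, the hypoxia list reversed from 0.01 to −0.03, and the plasmacytoid list went from 0.02 to 0, slightly negative before rounding, with neither past the threshold. The neutrophil list, 0.54, passed the threshold at 0.84 with that filter and at 0.43 with the replicate block. The cause was not tested.

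Leaving out libraries gave 304 fold changes of named genes, of which 294 kept their direction and 10, in 7 of 76 results, reversed. Between control genotypes the ranges were −0.92 to 1.74 for *Arg1*, −0.56 to 0.33 for *Nos2* and −0.46 to 0.05 for *Cd86*. After αMARCO they were −0.12 to 0.38 for *Mrc1* and −0.19 to 0.36 for *Dgat2* in WT, and −1.13 to 0.17 for *Il12b* and −0.51 to 0.09 for *Ccl5* in *Unc93b1* 3d/3d. The cause was not tested.

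With all 8 libraries in 1 model, 24 of 76 named results no longer passed the threshold on the adjusted *P*, 2 newly passed it and 50 stayed on the same side. DESeq2 changed 10 of 82 results, with 2 lost and 8 gained, the length and GC correction 3, with 1 lost and 2 gained, and the block 2, with 1 lost and 1 gained. DESeq2's size factors changed 0 of 82. The model of limma-trend with another pseudocount was not run, as the tables hold counts. With 2 libraries per group, 70.5% to 95.5% of genes with a log2 fold change of 2 were recovered in simulated data without an added bias, and smaller changes were not simulated.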

Differences from the paper's values

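In the main setting, none of the values read by eye from Supplementary Fig. 2 differed from the values here by more than the replicate spread and more than 1.5-fold. The first component, for example, is about 73% in Supplementary Fig. 2b, read by eye, and 67.6% here. With DESeq2's transformation, the second component held 7.2% here, against about 15% read by eye.

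The paper lists *Cxcl9* among the genes with elevated expression in WT TAMs. Here *Cxcl9* was higher in both WT control samples, with a log2 fold change of 2.11, but was not called (adjusted *P* = 0.187 from edgeR). With DESeq2, which the paper's methods name, the log2 fold change was 2.12 and the adjusted *P* 0.0396, past the threshold. The other alternatives gave an adjusted *P* from 0.0635 to 0.193.

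The paper proposes from its sequencing data, without naming which, that the UNC93B1 mutation affected PD-L1 expression, and then measures the protein by FACS. In control TAMs, *Cd274* had a log2 fold change of 0.34 (adjusted *P* = 0.0901 from edgeR, from 0.0603 to 0.356 over the alternatives), and no alternative called it. Under αMARCO, its log2 fold change between WT and *Unc93b1* 3d/3d was 1.16 and not called (adjusted *P* = 0.327 from edgeR, from 0.000513 to 0.323 over the alternatives). It was called there with DESeq2, at 1.17 with an adjusted *P* of 0.000513, and with all 8 libraries in 1 model, at 1.15 with an adjusted *P* of 0.0317. Both of these settings were applied to *Cd274* under αMARCO after seeing the values. The authors' own deposited result for this comparison, given as *Unc93b1* 3d/3d over WT, is a log2 fold change of −1.1672 with an adjusted *P* of 0.00373.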

Other observations

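The tests of antigen-presenting cell genes, of gene length in *Unc93b1* 3d/3d αMARCO replicate 2, of chromosome 19 among the genes separating the genotypes, and of *Il12b* between the genotypes under αMARCO were chosen only after the result was seen.

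Between the control genotypes, 1753 genes were called after the correction for gene length and GC content, 1623 of them among the 2025 called without it, so this bias does not fully explain the 2025 calls. Of the 383 called genes with at least a 4-fold change, 9 lay on chromosome 19, where *Unc93b1* lies, or 2.3% against 3.2% of tested genes (*P* = 0.458, two-sided Fisher's exact test), so a stretch of DNA from another strain around *Unc93b1* would not account for most of them. It is not excluded for genes close by, of which the nearest, *Tbc1d10c*, lies 0.235 Mb away and was named after its values were seen. Strain differences on other chromosomes were not tested. In the αMARCO libraries, 54.8% of the called genes had the same direction between the genotypes, against 40.5% of the other genes. The share was 62.2% for genes higher in WT control TAMs and 47.8% for genes higher in *Unc93b1* 3d/3d control TAMs, whose median log2 fold change under αMARCO was 0.04 toward WT. The log2 fold changes of the called genes in the 2 treatments correlated at 0.52 across genes, which are not independent replicates. The αMARCO libraries are separate samples, so genes such as *Fcrl5* and *Cd300e*, which part the genotypes in both treatments, do not owe their difference to a peculiarity of the 4 control samples. For the called genes without the same direction under αMARCO, a genotype effect limited to control tumors cannot be told apart from a difference between the control samples. *Il1b* is among them, at 1546 and 1773 CPM in WT against 1758 and 3089 CPM in *Unc93b1* 3d/3d TAMs under αMARCO. Its log2 fold change there was −0.54 (adjusted *P* = 0.709 from edgeR). *Pycard* and *Casp1* had 0.63 and 0.14 there and were not called either.

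T cell markers were higher in WT control TAMs, and their median log2 fold change was 2.76 after the correction for gene length and GC content against 2.77 before it. Over 10 T cell genes outside the marker list the median was 2.33, which is in line with RNA of T cells in the sorted samples. The T cell activation list stayed enriched without lymphoid marker genes (*P* = 1.59e-29, odds ratio 14.8, Fisher's exact test), but T cells express many of its remaining genes, so this does not part the sources. Of 26 tested list genes that antigen-presenting cells express, written down after the result was seen and without the genes the paper names, 9 were higher in WT (odds ratio 7.57, *P* = 2.52e-05, Fisher's exact test). These genes were picked from the enriched list itself after the result was seen. Whether RNA of T cells alone explains the enrichment is therefore not decided by this test. Antigen-presenting cells other than macrophages could also contribute: over 10 mature dendritic cell genes outside the marker list the median was 1.73, so higher *Ccr7* in WT control TAMs cannot be told apart from RNA of mature dendritic cells. For *Il12b* the αMARCO libraries leave more room for another source. There the mature dendritic cell list did not differ between the genotypes (median −0.01, 4 of 11 genes higher in WT, adjusted *P* = 0.946, limma's camera), while *Il12b* was higher in both WT libraries, at 2.24 and 2.39 CPM against 0.858 and 0.34 CPM. That log2 fold change of 1.90 was not called (adjusted *P* = 0.665 from edgeR, from 0.0888 to 0.654 over the alternatives), and it was 2.01 with the replicate block, where same-numbered libraries correlated at 0.151.

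In *Unc93b1* 3d/3d αMARCO replicate 2, the log2 ratio to replicate 1 fell with gene length (Spearman's rho = −0.31 across 16620 genes, which are not independent replicates), against −0.072 to 0.075 between the replicates of the other groups. Ribosomal protein genes held 4.73% of its counts, against 2.38% to 3.70% in the other libraries, and it had 19700 genes with counts, the fewest of the 8 libraries. *Xist* had 966 CPM there and 2336 CPM in replicate 1, and *Tlr9* 27.5 and 87.2 CPM. A length bias, as from RNA quality, is a candidate explanation for part of the difference between these replicates, and a biological difference between them was not tested. The WT control libraries came closest to replicate 2, with 3.70% and 3.55% ribosomal protein counts and 1218 and 1541 CPM of *Xist*. Fold changes also trended with gene length between the control genotypes (Spearman's rho = −0.165). The rho was 0.138 for αMARCO in WT and −0.213 in *Unc93b1* 3d/3d. A smaller bias of this kind in the WT control libraries is not excluded.

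*Dgat2* had 126 and 118 CPM in *Unc93b1* 3d/3d control TAMs and 10.7 and 13.7 CPM after αMARCO, a log2 fold change of −3.32 that was not called in edgeR (adjusted *P* = 0.136, from 2.71e-23 to 0.141 over the alternatives). With the replicate block, where same-numbered libraries correlated at 0.134, it was −3.33 with an adjusted *P* of 0.00347. In WT TAMs it changed by 0.09 (adjusted *P* = 0.801). The difference between the genotypes was 3.41 (adjusted *P* = 0.164 from edgeR, from 1.21e-13 to 0.319 over the alternatives), and 3.64 after the correction for gene length and GC content, so a trend with these over all genes does not account for it. High *Dgat2* in the *Unc93b1* 3d/3d control samples alone would give the same values, and may reflect these 2 pools.

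Expression of 85 of 15436 genes separated all 4 WT from all 4 *Unc93b1* 3d/3d libraries by at least 2-fold, 71 higher in WT and 14 higher in *Unc93b1* 3d/3d, with thresholds chosen after seeing the data. Chance gives no overlap of the groups for 2.86% of genes, before the 2-fold limit. Of the 8 splits that part the same-numbered libraries, 1 gave as many genes, the real one, and the next gave 7. Among all 35 splits the next was the split by treatment, with 13 genes, and the median of the other splits was 1. Those 35 splits also include ones that keep same-numbered libraries together, and the real split alone gave as many genes among them. The 8 splits are too few for a share under 0.05 whatever the outcome. Chromosome 19 held 3 of the 85 genes, *Rhod*, *Ch25h* and *Adrb1*, named after their values were seen (*P* = 0.753, two-sided Fisher's exact test), so a stretch of DNA from another strain around *Unc93b1* does not explain most of the 85. *Rhod* lies 0.476 Mb from *Unc93b1*, and such a stretch is not excluded for it. Strain differences on other chromosomes were not tested for these genes either. The genes include *Fcrl5*, *Cd300e*, *Spn*, *Pecam1*, *Pou2f2*, *Cxcl9* and *Il12b*, and 4 of the 14 nonclassical monocyte markers. They may depend on the genotype or on the cell types sorted in each genotype.

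The called genes with the largest log2 fold changes after αMARCO in WT TAMs had low counts. Gm42876, Gm16540, Gm16103, *Igha* and an unannotated transcript were higher after αMARCO, with at most 2.47 CPM in any WT library. *Trbv3*, *Gzmf*, Gm16685, *Lad1* and another unannotated transcript were lower, with at most 5.69 CPM in any WT library. Of the 2597 genes that the authors' own results call for αMARCO in WT, 2519 were called here with edgeR and 2568 with DESeq2. Of their 54 genes in *Unc93b1* 3d/3d and 197 between the genotypes under αMARCO, DESeq2 called 52 and 189 here, and edgeR called 0 of each.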
